# Inhibition of the hexosamine biosynthetic pathway promotes castration-resistant prostate cancer

**DOI:** 10.1038/ncomms11612

**Published:** 2016-05-19

**Authors:** Akash K. Kaushik, Ali Shojaie, Katrin Panzitt, Rajni Sonavane, Harene Venghatakrishnan, Mohan Manikkam, Alexander Zaslavsky, Vasanta Putluri, Vihas T. Vasu, Yiqing Zhang, Ayesha S. Khan, Stacy Lloyd, Adam T. Szafran, Subhamoy Dasgupta, David A. Bader, Fabio Stossi, Hangwen Li, Susmita Samanta, Xuhong Cao, Efrosini Tsouko, Shixia Huang, Daniel E. Frigo, Lawrence Chan, Dean P. Edwards, Benny A. Kaipparettu, Nicholas Mitsiades, Nancy L. Weigel, Michael Mancini, Sean E. McGuire, Rohit Mehra, Michael M. Ittmann, Arul M. Chinnaiyan, Nagireddy Putluri, Ganesh S. Palapattu, George Michailidis, Arun Sreekumar

## Abstract

The precise molecular alterations driving castration-resistant prostate cancer (CRPC) are not clearly understood. Using a novel network-based integrative approach, here, we show distinct alterations in the hexosamine biosynthetic pathway (HBP) to be critical for CRPC. Expression of HBP enzyme glucosamine-phosphate N-acetyltransferase 1 (*GNPNAT1*) is found to be significantly decreased in CRPC compared with localized prostate cancer (PCa). Genetic loss-of-function of *GNPNAT1* in CRPC-like cells increases proliferation and aggressiveness, *in vitro* and *in vivo*. This is mediated by either activation of the PI3K-AKT pathway in cells expressing full-length androgen receptor (AR) or by specific protein 1 (SP1)-regulated expression of carbohydrate response element-binding protein (ChREBP) in cells containing AR-V7 variant. Strikingly, addition of the HBP metabolite UDP-N-acetylglucosamine (UDP-GlcNAc) to CRPC-like cells significantly decreases cell proliferation, both *in-vitro* and in animal studies, while also demonstrates additive efficacy when combined with enzalutamide *in-vitro*. These observations demonstrate the therapeutic value of targeting HBP in CRPC.

## Abstract (web summary)

The molecular alterations driving anti-androgen resistance in prostate cancer are unclear. Here, the authors show, using a network-based approach, that inhibition of the hexosamine biosynthetic pathway is necessary to develop resistance and that increasing the activity of the pathway enhances the anti-androgen response.

Recent scientific and technological advances have enabled biomedical researchers to collect high-throughput genomic, proteomic and metabolomic data. Functional interactions of these biomolecules have been obtained and catalogued in carefully curated databases, often in the form of networks^1^,^2^. A growing body of evidence suggests that combining information from such high-throughput data in the context of their molecular interactions may shed light on the biology of complex diseases, including cancer^3^,^4^,^5^,^6^.

The development and progression of prostate cancer (PCa) from the androgen-dependent (AD) to castration-resistant state is thought to be driven by multiple events^6^,^7^,^8^,^9^. The initial treatment of choice for advanced disease is androgen ablation, which while initially effective often leads to therapy resistance (that is, the castration resistant state). Better and more effective therapies are needed for CRPC, a lethal condition. Our previous studies^10^ identified specific metabolic alterations associated with localized PCa (treatment naive) and CRPC tumours. These findings are particularly important as they provide new insights into PCa progression and suggest metabolic targets for therapeutic intervention.

Building on this work, we employ a novel network-based integrative approach that combines patient-derived PCa gene expression with metabolomic data and identify a vital role for hexosamine biosynthetic pathway (HBP) in the castration-resistant state. Furthermore, downregulation of HBP enhances tumorigenicity of CRPC-like cells via activation of cell cycle genes regulated by either the PI3K-AKT or the SP1-ChREBP axis in cells containing either AR-full length (AR-FL) or AR-V7, respectively. Remarkably, treatment with UDP-N-acetylglucosamine (UDP-GlcNAc) significantly decreases proliferation and tumour growth of CRPC-like cells while also increases efficacy of the anti-androgen enzalutamide in *in-vitro* experiments. These findings are especially significant given that the CRPC-like cells tested, inclusive of those containing AR-V7, are inherently resistant to enzalutamide. In aggregate, our data provide novel perspectives on the influence of HBP on the castration-resistant state and supply rationale for targeting the HBP in CRPC.

## Results and Discussion

### Novel integrative analysis uncovers a role of HBP in PCa

To define key biochemical pathways altered in PCa, we used metabolomic and transcriptomic profiles from our previous study containing 12 treatment-naive localized PCa specimens and 16 benign adjacent prostate tissues (Ben)^10^ (Supplementary Fig. 1A, clinical information in Supplementary Table 1) and integrated these using a novel pathway-centric analytical framework (Fig. 1a). This approach combines two rankings for each pathway calculated from gene expression and metabolic data, while adjusting for variations in each of the two data sets. In particular, we used methods of Gene Set Analysis (GSA^11^,^12^) and a modified version of Network-Based Gene Set Analysis (NetGSA)^13^ to obtain rankings of each pathway based on genetic and metabolic data, respectively (overview in Fig. 1a). The modified NetGSA framework, unlike GSA-type methods, incorporates reactome-derived interactions and associated stoichiometry between metabolites allowing for adequate statistical power^13^.

The rankings of biochemical pathways enriched independently by gene expression and metabolomic profiles were calculated (Supplementary Fig. 1B) and combined into a single significance score (Fig. 1b) using a resampling procedure (see the Methods). Importantly, the individual rankings for the biochemical pathways derived from gene-expression and metabolomics data showed ∼65% concordance (as determined by calculating the number of pathways within one standard deviation of all pathway ranking differences shown in Supplementary Fig. 1C). The top five biochemical pathways enriched using the combined significance score are: riboflavin metabolism, biotin metabolism, amino sugar metabolism (also known as the Hexosamine Biosynthetic Pathway; HBP), valine-leucine and isoleucine biosynthesis and cysteine metabolism (Fig. 1b, *P*-values in Supplementary Table 2).

Next, to further select a pathway from those obtained using our integrative approach for follow-up functional studies, we employed a network-based permutation test using transcriptomics data to identify pathways that have the highest likelihood of playing a key role in coordinated biochemical pathway activity. Accordingly, we carried out an enrichment analysis using transcriptome data focusing on pathways that interacted with our primary list of enriched pathways (Supplementary Fig. 1D). The corresponding enrichment score was used as a measure of the likelihood of coordinated activity among the interacting pathways. In this way, the primary pathway exhibiting the highest likelihood was nominated for validation studies. Results of this network-based permutation test, which assesses the likelihood of observing particular connectivity patterns in a given network, are shown in Fig. 1b. HBP exhibited the smallest *P*-value (*P*=0.0060) among the top five pathways interrogated (Fig. 1b,c and Supplementary Table 3). This suggests that significant alterations in HBP are associated with PCa. Further, these results also imply that pathways interacting with HBP, namely glycolysis/gluconeogenesis, pentose and glucuronate interconversions, fructose and mannose metabolism, ascorbate and aldarate metabolism and glutamine and glutamate metabolism (Fig. 1c), are also important in PCa.

### HBP activity is downregulated in CRPC compared with AD PCa

HBP, a nutrient sensing pathway^14^, generates amino sugars by combining elemental carbon and nitrogen from glucose and glutamine (Fig. 1d). Glutamine-Fructose-6-phosphate transaminase 1 (*GFPT1*) has been described as the rate-limiting enzyme for this pathway^15^,^16^. The acetylation step represents a key entry point for carbon and nitrogen into the HBP and is catalysed by glucosamine-phosphate N-acetyltransferase 1 (*GNPNAT1*, Fig. 1d). UDP-N acetyl glucosamine pyrophosphorylase 1 (*UAP1*) catalyses the final enzymatic reaction of HBP, resulting in the synthesis of UDP-GlcNAc, that is required for N-linked and O-linked glycosylation reactions^17^,^18^.

*In silico* analysis showed that *GNPNAT1* and *UAP1* were significantly elevated in PCa compared with Ben in multiple publically available gene expression data sets including the one used here for integrative analysis (Supplementary Fig. 2A–C). *GNPNAT1* and *UAP1* were also significantly elevated at the transcript level (Supplementary Fig. 2D) in PCa. Further, increased activity of HBP in PCa was confirmed in 15 matched tumour–benign pairs by measuring the product to substrate ratio for the reaction carried out by *GNPNAT1* (N-acetylglucosamine-6-P to glucosamine-6-P; Fig. 1e) and levels of UDP-GlcNAc (Supplementary Fig. 2E), the end product of HBP. Tissue microarray analysis further confirmed significantly higher expression of both GNPNAT1 and UAP1 in PCa compared with Ben, whereas, interestingly, their expression was significantly lower in sites of lymph node metastasis and CRPC tissues compared with localized PCa (Fig. 1f,g and Supplementary Fig. 3A). Consistent with the findings in CRPC, transcript levels of HBP genes were also significantly downregulated in CRPC tissues across multiple independent publically available microarray data sets (Supplementary Fig. 3B–E). Together, these results suggest significantly diminished activity of HBP in CRPC tumours compared with AD organ-confined PCa.

### HBP modulates aggressivity in CRPC

Next, we studied the role of HBP in CRPC progression by examining the role of the proximal enzyme GNPNAT1 previously observed to be consistently downregulated in CRPC. Towards this end, we utilized a short hairpin RNA (shRNA) strategy to knockdown (KD) *GNPNAT1* expression in three CRPC-like (that is, androgen responsive, but not AD) cell lines LNCaP-ABL^19^ and C4-2 (ref. 20; containing AR-FL) and 22Rv1 (containing AR-FL and AR-V7) (ref. 21).

In 22Rv1 cells, *GNPNAT1* KD resulted in ∼50% and 70% reduction in mRNA (KD1 and KD5, respectively, Fig. 2a), decrease in protein expression (Fig. 2b and Supplementary Fig. 16), significant (*P*<0.05, analysis of variance (ANOVA)) reduction in the ratio of its product to substrate (Fig. 2c) as well as significant reduction in the levels of HBP end product UDP-GlcNAc (Supplementary Fig. 4A). Similar results were obtained in LNCaP-ABL (Fig. 2d–f and Supplementary Figs 4B and 16) and C4-2 cells (Supplementary Figs 4C–E and 19). All these cells exhibited a significant (*P*<0.05, ANOVA) increase in proliferation (Fig. 2g,h and Supplementary Fig. 4F–H), associated with no evidence of apoptosis as assessed by Poly-ADP ribose polymerase cleavage (Supplementary Figs 4I and 19) compared with their respective non-target (NT) controls; this was reversed by overexpression of *GNPNAT1* (Supplementary Fig. 4J,K). In contrast, in AD LNCaP cells, KD of *GNPNAT1* resulted in a significant (*P*<0.05, Student's *t*-test) reduction in cell proliferation, which was partially rescued by add back of HBP metabolite UDP-GlcNAc (Supplementary Figs 5A–C and 20), all of which verify our earlier observation describing elevated levels of HBP in AD PCa.

*In vivo* xenograft experiments using 22Rv1 KD cells without (Fig. 2i) or with luciferase (Supplementary Figs 6A,B), demonstrated a significantly (*P*<0.05, GLM or generalized linear model) higher rate of tumour growth compared with NT controls. Morphometric analysis revealed KD tumours to be larger, whereas both quantitative PCR (QPCR) and immunoblot analysis confirmed KD of GNPNAT1 (Supplementary Figs 6C–E and 21). Further, histological analysis revealed KD tumours to be slightly more pleomorphic, with loss of glandular architecture and significantly higher number of mitotic figures compared with their NT counterparts (Supplementary Fig. 6F). Moreover, KD cells in LNCaP-ABL (Fig. 2j) also showed a significant increase in their tumorigenic potential. Interestingly, ∼100 days post resection of primary LNCaP-ABL tumours (refer Fig. 2j for details), five of six mice (two NT and three KD5) developed metastatic lesions in lymph nodes. Metastatic tumours in KD mice were at least threefold bigger (*P*<0.038, Student's *t*-test) in volume (360–880 mm^3^) compared with the NT (15–100 mm^3^ group; Supplementary Fig. 7A,B). Consistent with this, intra-cardiac injection of luciferase-labelled 22Rv1 cells in castrated Nod-SCID Gamma mice demonstrated significantly higher number of metastatic lesions in the KD compared with NT mice (*P*<0.01, Student's *t*-test, Fig. 2k and Supplementary Fig. 7C, *n*=8 NT, *n*=10 KD1). Interestingly, additional metastasis to the brain as well as bones in the jaw and pelvic regions was observed in eight out of ten KD and only one out of eight NT mice (representative pictures shown in Fig. 2k white arrows and quantified in Supplementary Fig. 7C). Magnetic resonance imaging (MRI, on *n*=4 from each group) using Prohance contrast agent further confirmed brain metastases as well as jaw and pelvic bone disease (Fig. 2l, yellow arrows).

To further verify the tumour-promoting role of HBP pathway, we knocked down *GFPT1* either transiently or stably in CRPC-like cells. Consistent with our *GNPNAT1* KD findings, KD of *GFPT1* using short interfering RNA (siRNA) in 22Rv1 and LNCaP-ABL cells resulted in increased cell proliferation (Supplementary Figs 8A–E and 22). This was further replicated in 22Rv1 cells using shRNA-based stable KD of *GFPT1* (Supplementary Fig. 8F,G). Interestingly, stable KD of *GFPT1* in CRPC-like cells also resulted in a significant (*P*<0.05, Student's *t*-test) reduction in mRNA levels of *GNPNAT1* (Supplementary Fig. 8F). Similarly, KD of *GNPNAT1* in CRPC-like cells also significantly (*P*<0.05, Student's *t*-test) decreased *GFPT1* expression, both at the mRNA and protein level (Supplementary Figs 8H,I and 23). These findings confirm a role for HBP pathway in promoting CRPC growth and proliferation.

### HBP affects CRPC via PI3K-AKT and SP1-ChREBP

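The hexosamine biosynthetic pathway (HBP) makes UDP-N-acetylglucosamine, the donor sugar for N-glycans and for O-GlcNAc on nuclear and cytosolic proteins, and GNPNAT1 encodes its acetyltransferase. RNA was profiled on Affymetrix U219 arrays in LNCaP-ABL cells, an androgen-independent derivative of the LNCaP prostate cancer line, that carried a non-targeting control (NT) or either of the GNPNAT1 hairpins KD1 and KD5. The deposited data hold 3 NT, 4 KD1 and 2 KD5 arrays of this line as log2 intensities from the authors' robust multi-array average, and the paper's methods state that arrays which stood apart in a principal component analysis had been removed. All 49293 probe sets other than the 93 controls were fitted in limma with array weights, for this cell line alone. The hairpins are named as the array labels give them. KD versus NT denotes the mean of KD1 and KD5 against NT, and p-values were adjusted over all probe sets by the Benjamini-Hochberg method. The probe set with the highest mean over all arrays stands for each of 18239 genes. Gene lists written before the data were examined, 23 in all, were compared with all other genes by limma's camera at a preset correlation of 0.01, and the p-values were adjusted over the lists. The labels call the arrays of a group biological replicates and do not say which steps, such as culture or transduction, were repeated for them. Each p-value measures the spread between these arrays, and their number limits the precision. The removal of arrays that stood apart can narrow that spread.
GNPNAT1 was 10.87 ± 0.02 (SD, n = 3) on the log2 scale in NT cells, 9.71 ± 0.17 (SD, n = 4) in KD1 cells and 9.06 ± 0.02 (SD, n = 2) in KD5 cells. These levels are 44.6% and 28.5% of NT in KD1 and KD5 (adjusted p = 6.23e-05 and 5.45e-05 in limma), and all 3 probe sets of the gene were lower in KD cells. Its neighbours in the pathway did not pass the test. GFPT1, which encodes the enzyme that commits fructose phosphate to the pathway, had a log2 fold change of -0.24 (adjusted p = 0.188) in KD cells. UAP1, which encodes the last enzyme, had a log2 fold change of 0.10 (adjusted p = 0.621). Of 13 measured enzymes of the HBP and of O-GlcNAc cycling, GNPNAT1 alone was lower and none was higher (also when adjusted over the list alone; 3 lower and 2 higher at an unadjusted p under 0.05 in limma). The list did not differ from other genes (adjusted p = 0.536, 0.622 with the correlation estimated), and its median log2 fold change of 0.10 and its mean of -0.08 differ in sign. It includes GNPNAT1, the target of the hairpins, which pulls the mean down.

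**Figure D1:**
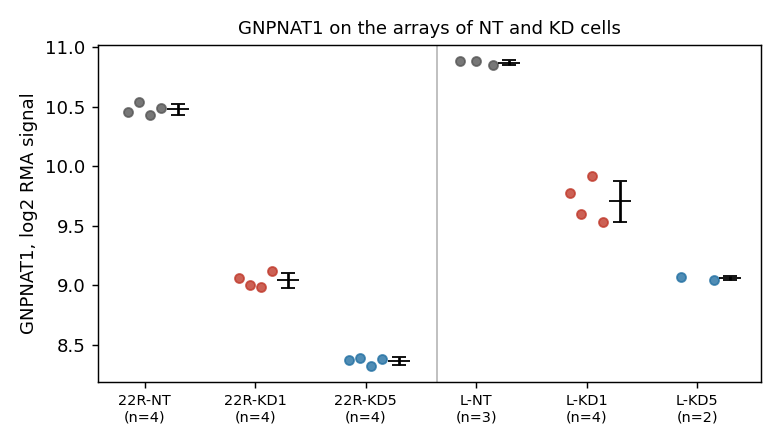
Log2 signal of GNPNAT1 on each array of NT, KD1 and KD5 cells, for 22Rv1 on the left and LNCaP-ABL on the right. Points are arrays, and the bar beside each group is its mean with the SD. In LNCaP-ABL the group means fall from 10.87 in NT to 9.71 in KD1 and 9.06 in KD5.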

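Class I phosphoinositide 3-kinases (PI3K) phosphorylate membrane lipids, which recruit and activate AKT and, through it, mTOR. Each kinase pairs a catalytic subunit with a regulatory one, receptors such as the insulin receptor and adaptor proteins bring it to the membrane, and lipid phosphatases such as PTEN and INPP4B remove its products. PIK3CD, the gene of the catalytic subunit p110δ, was 11.32 ± 0.06 (SD, n = 3) in NT, 11.66 ± 0.16 (SD, n = 4) in KD1 and 11.95 ± 0.03 (SD, n = 2) in KD5 LNCaP-ABL cells on the log2 scale. The log2 fold change in KD cells was 0.47 (standard error 0.09, adjusted p = 0.0187 in limma). KD5 alone passed the test against NT with a change of 0.62 (adjusted p = 0.0276), and KD1 did not with 0.32 (adjusted p = 0.0905). Of the 4 probe sets of PIK3CD, 1 passed. The call ended in 8 of 19 alternatives, among them the mean of its probe sets (0.22, adjusted p = 0.0738) and the fit without moderation or weights (adjusted p = 0.0765), over a range of 1.44e-04 to 0.15. The adaptor gene PIK3AP1 and PIK3CA, which encodes another catalytic subunit, were not analysed here. INPP4B, whose product removes a phosphate from the lipids that AKT binds, rose by 1.12 (standard error 0.15, adjusted p = 0.00331), a call that 1 of 19 alternatives ended (the fit without moderation or weights, adjusted p = 0.0709, lowest 2.54e-04), and the mean of its probe sets rose by 0.64. FOXO1, which encodes a transcription factor that AKT keeps out of the nucleus, had a change of -0.48 (adjusted p = 0.0439), which 12 of 19 alternatives ended (0.00710 to 0.174). INSR, the gene of the insulin receptor, had a change of 0.41 (adjusted p = 0.0602), and PIK3IP1, whose product restrains PI3K, had one of -0.32 (adjusted p = 0.0985). Neither passed the test. Of 33 measured PI3K-AKT-mTOR components, 2 were higher and 1 was lower (4 higher and 2 lower when adjusted over the list alone). The list as a whole did not differ from other genes (adjusted p = 0.965, 0.990 with the correlation estimated). It mixes genes that promote the pathway with genes that restrain it, so a test of a shared direction cannot decide whether signalling rose. Among the other genes printed beside the paper's heat map, MAPK10, which encodes the kinase JNK3, rose by 1.44 (adjusted p = 4.76e-04), ITGB2, an integrin subunit gene, by 0.81 (adjusted p = 0.0109) and IGFBP2, a binding protein of insulin-like growth factors, by 0.56 (adjusted p = 0.0103). The ITGB2 and IGFBP2 calls ended in 1 and 2 of 19 alternatives, with adjusted p-values of up to 0.104 and 0.0587. ITGA2, the gene of a collagen-binding integrin subunit, had a change of -1.10 (adjusted p = 0.00227). In all, 14 of the 19 genes that the heat map names could be analysed, of which 10 were higher and 2 were lower; the study chose these genes on the same arrays, so they are not independent evidence. The paper takes the raised transcripts as a sign of more AKT signalling components in LNCaP-ABL KD cells. Beside them it sets immunoblots that showed more activated PI3K, total AKT, phosphorylated AKT, mTOR and phosphorylated MAPK in these KD cells. It also treated the cells with PI3K and AKT inhibitors, which lowered proliferation relative to treated NT cells, significantly in KD1 and not in KD5. Similar PI3K-AKT changes are reported for C4-2 KD cells.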

Analysis of microarray data in LNCaP-ABL KD cells compared with control revealed a set of upregulated genes indicative of elevated expression of components of AKT signalling namely *PIK3CD* and *PIK3AP1* (Fig. 3a; GEO ID: GSE67537). In LNCaP-ABL KD cells, increased protein expression of activated PI3K (PI3K-p85), total AKT, p-AKT (T308), p-AKT (S473) and elevated levels of its downstream effectors mTOR and p-MAPK (ERK1/2) were observed (Fig. 3b and Supplementary Fig. 17). Consistent with this, treatment of LNCaP-ABL KD and NT cells with the reversible PI3K inhibitor LY294002 (ref. 22; 50 μM) and the AKT/PI3K inhibitor Perifosine^23^ (20 μM) resulted in a significant (*P*<0.05, Student's *t*-test) reduction in cell proliferation in KD1 and modest but not significant reduction in KD5 cells compared with NT controls. In addition, the upregulated gene expression signature for LNCaP-ABL KD cells revealed increased expression of *AR*, the AR co-activator *NCOA3* and AR target genes (*KLK3* and *TMPRSS2*; Fig. 3a). 

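The androgen receptor (AR) is a hormone-activated transcription factor. In the prostate it turns on genes of secreted proteases such as KLK3, which encodes prostate-specific antigen, and of the membrane protease TMPRSS2, and it represses others. AR, NCOA3 and the co-repressor gene NCOR2 were not analysed here. In LNCaP-ABL cells KLK3 was 4.85 ± 0.25 (SD, n = 3) in NT, 6.87 ± 0.24 (SD, n = 4) in KD1 and 4.97 ± 0.04 (SD, n = 2) in KD5 on the log2 scale. KLK3 rose by 1.12 in KD cells (standard error 0.13, adjusted p = 0.00124 in limma), and 2 of its 7 probe sets passed. The change was 2.08 with KD1 (adjusted p = 1.14e-05) and 0.15 with KD5 (adjusted p = 0.784), and the hairpins differed from each other by 1.93 (adjusted p = 1.49e-04). KLK3 lay below the array medians of 5.14 to 5.19 in NT and KD5 cells, where low signal limits what a fold change can show. TMPRSS2 was 11.34 ± 0.07 (SD, n = 3) in NT, 11.82 ± 0.13 (SD, n = 4) in KD1 and 11.66 ± 0.12 (SD, n = 2) in KD5. Its change in KD cells was 0.41 (standard error 0.09, adjusted p = 0.0350), from 0.49 in KD1 (adjusted p = 0.0150) and 0.32 in KD5 (adjusted p = 0.242). The TMPRSS2 call ended in 11 of 19 alternatives, among them the fit without array weights (adjusted p = 0.0576, with a range of 5.59e-04 to 0.157), and the KLK3 call ended in 1, the fit without moderation or weights (adjusted p = 0.0522, lowest 3.41e-06), while the mean of the KLK3 probe sets rose by 0.44. Of 31 measured genes that androgen induces, 10 were higher and none was lower (15 higher and 1 lower when adjusted over the list alone). The list was higher than other genes in KD cells (adjusted p = 1.22e-06, 0.0210 with the correlation estimated), with a median log2 fold change of 0.28. Besides KLK3 and TMPRSS2 these genes included PMEPA1, a feedback inhibitor of TGF-β signalling, with 1.34 (adjusted p = 3.17e-04). RAB3B, a vesicle transport gene, rose by 0.97 (adjusted p = 0.00165), and KLK4, the gene of another prostate protease, by 0.80 (adjusted p = 0.00338). ACP3, which encodes prostatic acid phosphatase, rose in KD5 by 1.45 (adjusted p = 2.18e-04) and did not pass in KD1 with -0.24 (adjusted p = 0.212). KD1 against NT gave 11 higher genes of the list (adjusted p = 6.12e-08, 0.0128 estimated) and KD5 gave 2 (adjusted p = 0.167, 0.570 estimated). The genes that androgen represses went both ways. UGT2B11 and UGT2B28, of a family of glucuronidation genes, had changes of -2.35 (adjusted p = 2.36e-04) and -0.53 (adjusted p = 0.00683). UGT2B15 and UGT2B17 of the same family had -0.12 and -0.12. OPRK1, an opioid receptor gene, rose by 0.77 (adjusted p = 5.53e-04), and PEG3, an imprinted gene, rose by 0.99 (adjusted p = 0.00198). That made 2 higher and 2 lower of 10 (3 higher and 2 lower when adjusted over the list alone), and the list did not differ from other genes (adjusted p = 0.999, also with the correlation estimated). None of 16 measured AR co-regulators passed in limma, nor when adjusted over the list alone (3 higher and 1 lower at an unadjusted p under 0.05; list adjusted p = 0.179, 0.507 estimated).

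**Figure D2:**
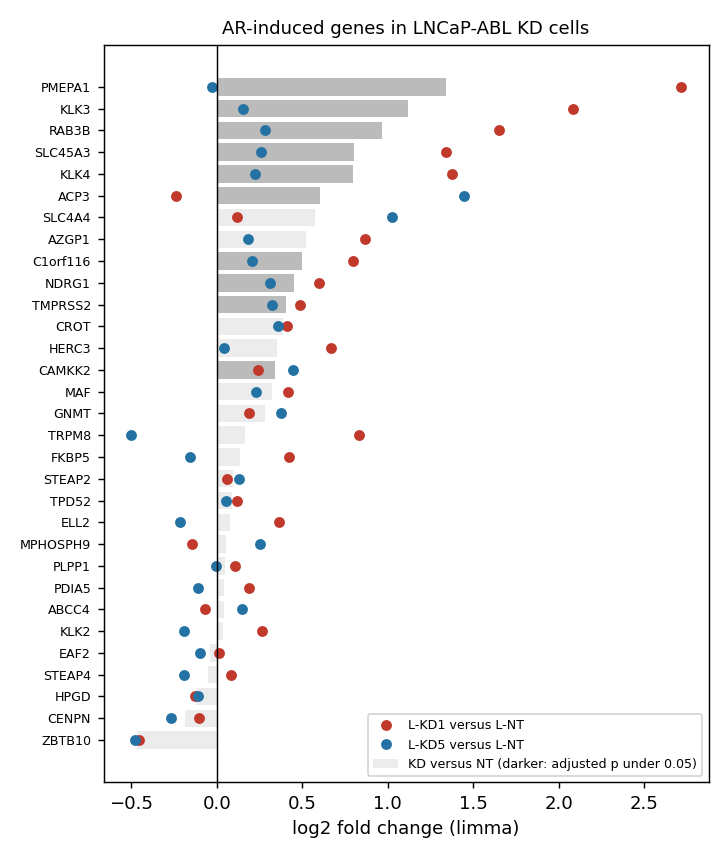
Log2 fold change against NT of the 31 measured AR-induced genes in LNCaP-ABL. Bars give KD versus NT, darker where the adjusted p is under 0.05, and points give KD1 and KD5 apart. PMEPA1 and KLK3 head the list with 1.34 and 1.12, and their KD1 points lie far to the right of their KD5 points.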

Elevated expression of AR at the transcript (Supplementary Fig. 9A) and protein (Fig. 3d and Supplementary Fig. 17) levels as well as *KLK3* (Fig. 3e) and *TMPRSS2* (Supplementary Fig. 9B) was verified in LNCaP-ABL KD cells and their corresponding xenograft tumours (Fig. 3f). A similar cascade of molecular alterations involving the PI3K-AKT axis was observed in C4-2 KD cells, which contain full-length AR (Supplementary Figs 10A,B,24 and 25).

In contrast, the upregulated genes in the microarray data set (GEO ID: GSE67537) obtained from 22Rv1 cells containing *GNPNAT1* KD revealed increased expression of multiple cell cycle genes (Fig. 3g, red highlight) that together enriched multiple cell cycle concepts (Supplementary Fig. 11A). 

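22Rv1 cells derive from a castration-relapsed prostate xenograft and express both full-length AR and the ligand-independent splice form AR-V7. The arrays of this line comprise 4 of NT, 4 of KD1 and 4 of KD5 cells, with none removed, and were fitted on their own by the procedure used for LNCaP-ABL. GNPNAT1 was 10.48 ± 0.05 (SD, n = 4) on the log2 scale in NT, 9.04 ± 0.06 (SD, n = 4) in KD1 and 8.37 ± 0.03 (SD, n = 4) in KD5. KD1 left 37.0% of the NT level (adjusted p = 5.87e-09 in limma) and KD5 left 23.2% (adjusted p = 4.24e-10). GFPT1 had a log2 fold change of 0.07 in KD cells (adjusted p = 0.425), and UAP1 one of -0.06 (adjusted p = 0.470). UAP1 went opposite ways with the hairpins, by -0.28 in KD1 (adjusted p = 0.00232) and by 0.16 in KD5 (adjusted p = 0.0479). Of 13 measured HBP and O-GlcNAc enzymes, 1 was higher and 3, with the target GNPNAT1 among them, were lower in KD cells (1 higher and 5 lower when adjusted over the list alone). GNE, which makes the sialic acid precursor from UDP-N-acetylglucosamine, rose by 0.38 (adjusted p = 0.00910). NANS, another gene of sialic acid synthesis, fell by 0.20 (adjusted p = 0.00993), and GNPDA1, which encodes a deaminase that returns glucosamine phosphate to glycolysis, fell by 0.24 (adjusted p = 0.0111). The GNE and GNPDA1 calls ended in 1 and 2 of 21 alternatives, with adjusted p-values of up to 0.151 and 0.194. The list did not differ from other genes (adjusted p = 0.119, 0.210 with the correlation estimated).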

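A dividing cell switches on the genes of DNA replication in S phase and those of the spindle and of chromosome segregation in G2 and mitosis. A higher level of both sets in RNA from a whole culture can come from a larger share of cells in these phases or from more transcript per cell. CCNE1, which encodes cyclin E, the partner of CDK2 at entry into S phase, was 8.30 ± 0.13 (SD, n = 4) in NT, 9.02 ± 0.08 (SD, n = 4) in KD1 and 8.48 ± 0.10 (SD, n = 4) in KD5 22Rv1 cells on the log2 scale. CCNE1 rose by 0.46 in KD cells (standard error 0.07, adjusted p = 7.58e-04 in limma), from 0.73 in KD1 (adjusted p = 4.15e-05) and 0.19 in KD5 (adjusted p = 0.102). CDC25A, the gene of the phosphatase that activates CDK2, was 9.47 ± 0.05 (SD, n = 4), 9.92 ± 0.06 (SD, n = 4) and 9.94 ± 0.08 (SD, n = 4) in the same order. Its rise was 0.47 (standard error 0.05, adjusted p = 6.64e-05), with 0.46 and 0.48 from the hairpins. E2F3, which encodes a transcription factor of S phase genes, rose by 0.32 (adjusted p = 8.06e-04). Among mitotic genes, CENPE, a kinetochore motor gene, rose by 0.36 (adjusted p = 0.00105), SMC4, a condensin subunit gene, by 0.36 (adjusted p = 7.47e-04), the spindle checkpoint gene BUB1 by 0.29 (adjusted p = 0.00903) and AURKA, which encodes a centrosomal kinase, by 0.24 (adjusted p = 0.00575). CDK5R1, an activator of the kinase CDK5, rose by 0.61 (adjusted p = 1.19e-04). MAD2L1, another checkpoint gene, rose by 0.19 (adjusted p = 0.0323). HDAC1, a histone deacetylase gene, had a change of 0.08 (adjusted p = 0.256), and NCOA1, an AR co-activator gene, of 0.05 (adjusted p = 0.615). PIK3CB, the gene of a PI3K catalytic subunit, had one of 0.11 (adjusted p = 0.423), and TFDP2, the gene of an E2F partner, of 0.21 (adjusted p = 0.132). These did not pass. With the probe sets of a gene averaged, NCOA1 (0.23, adjusted p = 0.00265), PIK3CB (0.22, 0.00760) and TFDP2 (0.23, 0.00766) did. Of the 18 genes named beside the paper's heat map for this line, 17 could be analysed, of which 13 were higher and none was lower; they were chosen by the study on these arrays and are not independent evidence. MAD2L1 lost its call in 8 of 21 alternatives (adjusted p up to 0.584), and a fit of both cell lines together, which pools their spread, alone ended those of AURKA (adjusted p = 0.306, lowest 1.08e-04), BUB1 (0.538, lowest 2.68e-04) and CENPE (0.161, lowest 9.04e-05). Of 41 measured S phase genes, 13 were higher and none was lower (25 higher when adjusted over the list alone). The S phase list was higher than other genes (adjusted p = 7.43e-10, 9.23e-04 with the correlation estimated). Its members included RRM2, which encodes a subunit of ribonucleotide reductase, with 0.32 (adjusted p = 3.30e-04, and 0.242 in the fit of both lines) and CCNE2, the second cyclin E gene, with 0.35 (adjusted p = 4.54e-04). Of 54 measured genes of G2 and mitosis, 30 were higher and none was lower (37 higher when adjusted over the list alone; list adjusted p = 3.41e-13, 9.23e-04 estimated). NDC80, a kinetochore gene, rose by 0.46 (adjusted p = 5.98e-05, and 0.108 in the fit of both lines), and ECT2, which encodes a regulator of cytokinesis, by 0.48 (adjusted p = 9.09e-05). The hairpins differed in the S phase list (adjusted p = 6.01e-12, 2.48e-04 estimated). KD1 raised 31 of its genes and lowered none (adjusted p = 5.96e-18, 8.29e-05 estimated), whereas KD5 raised 2 and lowered 7 (adjusted p = 0.314, 0.368 estimated), and RRM2 had 0.70 in KD1 (adjusted p = 1.27e-06) and -0.05 in KD5 (adjusted p = 0.510). The G2 and mitosis list had 36 genes higher and 1 lower in KD1 (adjusted p = 1.31e-12, 8.04e-04 estimated), and 18 higher and 1 lower in KD5 (adjusted p = 6.95e-04, 0.0728 estimated). The paper sets the raised cell cycle transcripts, with QPCR of a subset, beside the increased proliferation of KD cells that it measured in culture and in mice.

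**Figure D3:**
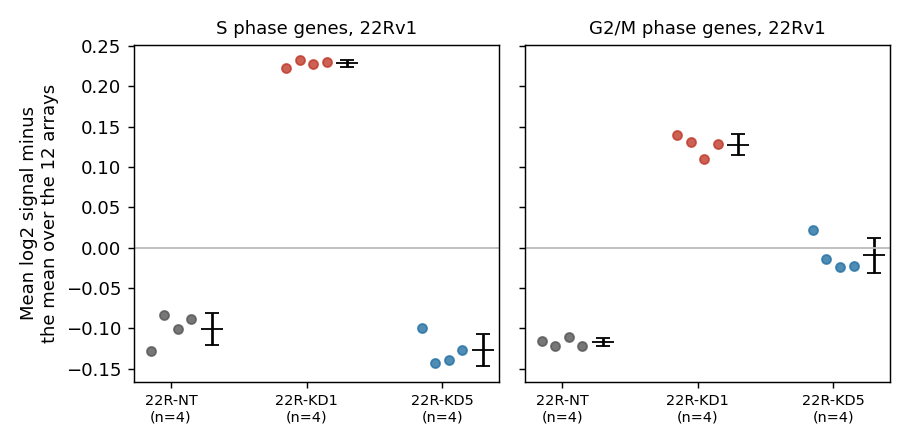
Mean log2 signal of the 41 S phase genes (left) and of the 54 G2/M phase genes (right) on each 22Rv1 array, relative to the mean over the 12 arrays. Points are arrays and bars are the mean with the SD. The S phase mean is -0.10 in NT, 0.23 in KD1 and -0.13 in KD5; the G2/M mean is -0.12, 0.13 and -0.01.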

Elevated expression of a subset of these cell cycle genes was verified by QPCR (Supplementary Fig. 11B) and supported our observation of increased proliferation seen *in vitro* and *in vivo* upon KD of *GNPNAT1*. Furthermore, unlike in LNCaP-ABL KD cells, AR protein expression (both AR-FL and AR-V7) was unchanged upon *GNPNAT1* KD in 22Rv1 cells (Supplementary Figs 11C and 26). Intriguingly, however, in 22Rv1 cells, transient KD of *GFPT1* modestly increased protein expression of AR-FL and AR-V7 (Supplementary Figs 8B and 22) and its stable KD significantly (*P*<0.05, Student's *t*-test) increased the mRNA levels for *AR-FL* and *AR-V7* (Supplementary Fig. 8F).

To obtain insight into the regulatory components driving the upregulated gene signature in *GNPNAT1* KD 22Rv1 cells, promoter analysis using Pscan^24^ revealed significant enrichment of SP1-binding sites (Fig. 3h and Supplementary Fig. 11D). Corroborating this, overall protein expression of SP1 was significantly (*P*<0.05, Student's *t*-test) increased in 22Rv1 KD cells (Fig. 3i and Supplementary Fig. 18). *In silico* analysis confirmed higher expression of SP1 in metastatic PCa tissues compared with primary tumours and benign prostate (Supplementary Fig. 11E). These findings are consistent with earlier reports that suggest negative regulation of SP1 activity by glycosylation^25^. Consistent with this, global assessment of O-glycosylation using immunoblot analysis in both 22Rv1 and LNCaP-ABL cells containing *GNPNAT1* KD revealed reduced glycosylation in a subset of proteins (Supplementary Figs 12A,C,E,27 and 28). This altered glycosylation profile was reversed in a number of proteins by add back of HBP end product UDP-GlcNAc (60 mM, 72 h, Supplementary Figs 12B,D,E,27 and 28).

We next asked how cell cycle genes could be regulated by SP1 in 22Rv1 KD cells. Our prior integrative analysis (Fig. 1c) revealed changes in glycolysis to be associated with changes in HBP. Earlier studies have demonstrated a link between carbohydrate response element-binding protein (ChREBP) and glycolytic intermediates (for example, xylulose-5-P) (ref. 26). Using LC-MS, we detected high levels of ribulose-5-P (Supplementary Fig. 13A), a structural isomer of xylulose-5-P, whereas chromatin immunoprecipitation (ChIP)-QPCR analysis demonstrated significantly (*P*<0.05, Student's *t*-test) increased binding of SP1 on the *ChREBP* promoter (Fig. 3j). 

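ChREBP, encoded by MLXIPL, is a transcription factor that sugar phosphates activate. With its partner MLX it binds carbohydrate response elements of genes of glycolysis and of fatty acid synthesis, and of TXNIP, whose product limits glucose uptake. SP1 is a widely expressed zinc-finger factor that binds GC-rich promoters. On the arrays of 22Rv1 cells, MLXIPL was 7.15 ± 0.14 (SD, n = 4) in NT, 7.62 ± 0.17 (SD, n = 4) in KD1 and 7.42 ± 0.27 (SD, n = 4) in KD5 on the log2 scale. The change in KD cells was 0.37 (standard error 0.11, adjusted p = 0.0479 in limma). KD1 passed alone with 0.49 (adjusted p = 0.0172), and KD5 did not with 0.25 (adjusted p = 0.195). Of the 4 probe sets of MLXIPL, 2 were higher, and their mean rose by 0.32 (adjusted p = 0.00949). The call ended in 11 of 21 alternatives, 8 of them the loss of a single array, with adjusted p-values from 0.00696 to 0.160. The SP1 transcript had a log2 fold change of -0.0024 (adjusted p = 0.986). Of 24 measured genes that comprise MLXIPL, its partners and its classical targets, 2 were higher and 2 were lower (4 higher and 3 lower when adjusted over the list alone), and the list did not differ from other genes (adjusted p = 0.787, 0.830 with the correlation estimated). Besides MLXIPL, ELOVL6, which encodes a fatty acid elongase, rose by 0.35 (adjusted p = 1.40e-04). FASN, the gene of fatty acid synthase, fell by 0.28 (adjusted p = 0.0301), a call that 7 of 21 alternatives ended (to 0.0874). TXNIP fell by 0.20 (adjusted p = 0.0136) and went opposite ways with the hairpins, with 0.19 in KD1 (adjusted p = 0.0259) and with -0.58 in KD5 (adjusted p = 1.15e-05). In glycolysis, HK1, a hexokinase gene, fell by 0.22 (adjusted p = 0.00369), GPI, the gene of phosphoglucose isomerase, fell by 0.26 (adjusted p = 0.00304) and the glucose transporter gene SLC2A1 fell by 0.28 (adjusted p = 0.00168). That made 3 lower and none higher of 22 (1 higher and 3 lower when adjusted over the list alone, 2 higher and 7 lower at an unadjusted p under 0.05 in limma; list adjusted p = 0.275, 0.477 estimated). In the pentose phosphate pathway, whose intermediate xylulose phosphate activates ChREBP, PRPS2, which draws ribose phosphate off into nucleotide synthesis, rose by 0.19 (adjusted p = 0.0259), and PGLS, the gene of the lactonase, fell by 0.21 (adjusted p = 0.00354). The TXNIP and PRPS2 calls ended in 1 and 3 of 21 alternatives, with adjusted p-values of up to 0.0581 and 0.0860. These were 1 higher and 1 lower of 10 (1 higher and 2 lower when adjusted over the list alone; list adjusted p = 0.791, 0.830 estimated).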

Consistent with all of the above, mRNA microarray (Fig. 3g) and QPCR (Fig. 3k), protein (overall, Fig. 3l and Supplementary Fig. 18 nuclear and cytoplasmic, Supplementary Figs 13B and 29), combined nuclear and cytoplasmic staining (Supplementary Fig. 13C,D) and activity (Supplementary Fig. 13E) of ChREBP were elevated in 22Rv1 KD cells. A similar increase in *ChREBP* expression was also observed with KD of *GFPT1* in 22Rv1 cells (Supplementary Fig. 8F). These findings suggest a role for HBP in regulating ChREBP expression in CRPC-like cells. Moreover, a subset of cell cycle-associated genes previously shown to be transcriptional targets of ChREBP^27^ was also identified in the upregulated gene expression signature associated with *GNPNAT1* KD in 22Rv1 cells (Supplementary Fig. 13F). This suggests an important role for ChREBP in regulating proliferation in CRPC-like cells upon modulation of HBP. Consistent with this, increased expression of ChREBP was also observed in human metastatic PCa tissues (Supplementary Fig. 13G).

Collectively, the above results imply that inherently decreased HBP activity in CRPC cells modulates proliferation via PI3K-AKT (in CRPC containing full-length AR; Fig. 4a) or SP1-ChREBP (in CRPC possessing AR-V7; Fig. 4b) to drive CRPC progression.

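GNPNAT1 fell in both lines, and why the transcripts that respond differ between them was not tested. The effects of KD in the lines were compared directly in a limma fit of all 21 arrays, as the change in LNCaP-ABL minus the change in 22Rv1. For GNPNAT1 this difference was 0.28 (standard error 0.09, adjusted p = 0.0570). PIK3CD, the PI3K subunit gene, had a change of 0.16 in 22Rv1 (adjusted p = 0.610), where its signal was near background at 4.76 ± 0.25 (SD, n = 4) in NT cells. Its difference between the lines was 0.32 (standard error 0.22, adjusted p = 0.467) and did not pass. INPP4B, the lipid phosphatase gene, fell by 0.90 in 22Rv1 KD cells (adjusted p = 0.00103), and its difference of 2.02 passed (standard error 0.23, adjusted p = 1.27e-05). IRS2, which encodes an adaptor that links the insulin receptor to PI3K, fell by 0.74 in 22Rv1 (adjusted p = 1.42e-05), with a difference of 0.77 (adjusted p = 0.00498). Of 33 PI3K-AKT-mTOR components, none was higher and 5 were lower in 22Rv1 (1 higher and 5 lower when adjusted over the list alone, 3 higher and 6 lower at an unadjusted p under 0.05 in limma; list adjusted p = 0.787, 0.830 with the correlation estimated). The median of 0.02 and the mean of -0.06 of this list differ in sign. The list did not differ between the lines (adjusted p = 0.845, 0.962 estimated), which does not decide whether signalling did, since it mixes promoting and restraining genes. MLXIPL, the ChREBP gene, had a change of 0.22 in LNCaP-ABL (adjusted p = 0.475), and its difference of -0.15 did not pass (standard error 0.19, adjusted p = 0.737). TXNIP, a ChREBP target, rose by 0.92 in LNCaP-ABL (adjusted p = 8.87e-04), and its difference was 1.11 (standard error 0.10, adjusted p = 3.13e-07). AR target genes separated the lines. KLK3 fell by 0.78 in 22Rv1 KD cells (adjusted p = 1.03e-05), and 6 of its 7 probe sets were lower. TMPRSS2 fell by 1.16 (adjusted p = 3.31e-08), with -1.61 in KD1 and -0.70 in KD5. FKBP5, which encodes a chaperone partner of steroid receptors, fell by 0.48 (adjusted p = 9.04e-06). Among 31 AR-induced genes, 3 were higher and 10 were lower in 22Rv1 (5 higher and 10 lower when adjusted over the list alone; list adjusted p = 0.0728, 0.111 estimated), and the list differed between the lines (adjusted p = 5.23e-09, 8.19e-05 estimated). The S phase list (adjusted p = 5.85e-07, 0.402 estimated) and the G2/M list (adjusted p = 2.86e-17, 0.445 estimated) differed between the lines at the preset correlation alone. The LNCaP-ABL KD1 arrays were far apart in the G2/M list, with means of its log2 signal relative to the line's mean of -0.83 and -0.88 on replicates 2 and 4 and of 0.16 and 0.66 on replicates 1 and 3. AURKA, the centrosomal kinase gene, had a difference of -1.13 (standard error 0.23, adjusted p = 0.00472), and CDC25A, the phosphatase gene, one of -0.68 (standard error 0.11, adjusted p = 7.68e-04). The fit of all arrays pools the spread of the lines. The SD of the G2/M mean was 0.75 in LNCaP-ABL KD1 and 0.013 in 22Rv1 KD1. For genes of that list the standard error of the difference can therefore be too small, and AURKA did not pass in LNCaP-ABL alone. From its results as a whole, the paper proposes that low HBP activity alters proliferation through PI3K-AKT in cells with full-length AR and through SP1 and ChREBP in cells with AR-V7.

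**Figure D4:**
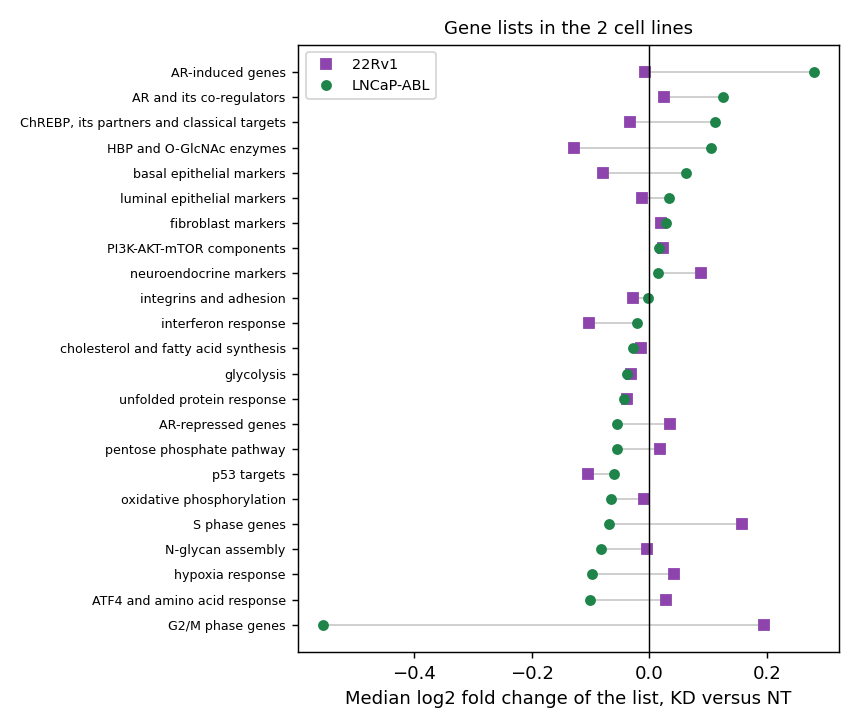
Median log2 fold change of KD versus NT for each of the 23 gene lists in 22Rv1 (squares) and LNCaP-ABL (circles), with a line that joins the medians of a list. The G2/M medians are 0.20 and -0.56, and the AR-induced medians are -0.01 and 0.28.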

### UDP-GlcNAc has therapeutic efficacy in CRPC

As CRPC cells innately show reduced expression and activity of HBP components, which in turn activates the cell cycle, we hypothesized that addition of a HBP downstream metabolite could slow down proliferation and reduce cell viability. Accordingly, addition of 60 mM UDP-GlcNAc for 96 h to both 22Rv1 and LNCaP-ABL cells resulted in a significant decrease in both viability and cell numbers by MTT and Celigo-based quantification assay (Bonferroni corrected *P*=0.01, Fig. 4c,d and Supplementary Fig. 14A,B), with a concomitant downregulation of predicted cell cycle genes (Supplementary Fig. 14C, in 22Rv1 cells). Mass spectrometry-based quantification confirmed internalization of UDP-GlcNAc into both LNCaP-ABL and 22Rv1 cells (Supplementary Fig. 14D). A similar significant reduction in cell numbers was obtained when the CRPC-like cells were treated either with 10 mM glucosamine (GlcN, 96 h, Supplementary Fig. 14A,B) or with 20 mM UDP-GlcNAc (96 h, Supplementary Fig. 14A,B), whereas no effect on cell numbers was observed when exposed to 20 mM mannose, an unrelated metabolite (96 h, Supplementary Fig. 14A,B).

This motivated us to combine 60 mM UDP-GlcNAc with the anti-androgen enzalutamide (a drug commonly used to treat men with CRPC^28^) to test whether the metabolite could improve efficacy of anti-androgen therapy on CRPC cells. As expected, addition of 10 μM enzalutamide to LNCaP-ABL for 96 h resulted in a modest reduction in cell numbers (Celigo, Supplementary Fig. 14A) and a pronounced decrease in viable cells, both of which were significant (MTT: Fig. 4c). Similarly, treatment of *AR*-*V7*-containing 22Rv1 cells with 10 μM enzalutamide for 96 h had negligible effect on cell numbers (Celigo: Supplementary Fig. 14B) but a statistically significant effect on viability (MTT: Fig. 4d). This modest cytostatic effect seen in 22Rv1 cells was primarily due to inhibition of AR signalling by enzalutamide as evidenced by significant reduction in expression of two candidate AR targets, *PSA* and Hexokinase 2 (*HK2*, Supplementary Fig. 14E). Furthermore, combination of 20 or 60 mM UDP-GlcNAc with 10 μM enzalutamide displayed a significant additive cytostatic effect in both 22Rv1 and LNCaP-ABL cells (MTT assay: Fig. 4c,d and Celigo assay: Supplementary Fig. 14A,B), compared with vehicle-treated controls.

As our findings indicated a potential therapeutic value for the metabolite alone, we tested its efficacy on CRPC-like xenograft tumours *in vivo*. Intra-tumoral injection of 60 mM UDP-GlcNAc followed by mass spectrometry analysis of the CRPC xenografts showed the presence of 4–8 mM levels of the metabolite up to 48 h post injection (Supplementary Fig. 14F). Furthermore, treatment of LNCaP-ABL xenograft tumours with 60 mM UDP-GlcNAc bi-weekly resulted in a significant (*P*<0.05, GLM) reduction in the rate of tumour growth compared with vehicle controls or relative to an unrelated metabolite, 60 mM mannose (Fig. 4e and Supplementary Fig. 15A,B).

Overall, our novel integrative analysis takes into account pathway-based evidence, obtained independently from gene expression and metabolic compartments. This method overcomes the potential lack of agreement between data points in transcriptomics and proteomics/metabolomics data sets, which has been an inherent bottleneck for concordance-based integrative approaches^29^. Our method relies on networks of reactomes that constitute pathways, as well as the interactions of these pathways with each other. Based on this approach, we identified HBP as a key biochemical mediator of CRPC progression. HBP-associated metabolic re-wiring observed in CRPC supports cell cycle via PI3K-AKT/SP1-ChREBP-axis. Further, replenishing the HBP in these cells via the addition of a downstream metabolite rescues the KD phenotype. We observed a contrasting effect of HBP on growth of AD PCa and CRPC cells further suggesting the existence of metabolic re-wiring during PCa progression. Notably, HBP has been known to be a nutrient sensor and shown by others to regulate glycolysis^30^. In light of this, one may speculate that reduction in HBP in CRPC could be a selective adaptation to the increased need for glycolysis required to meet the bioenergetic demands of an invasive tumour. This is supported by our recent publication that describes increased glycolysis as one of the main metabolic adaptations seen in CRPC-like cells^31^. Provocatively, treatment of CRPC with HBP metabolites UDP-GlcNAc and GlcN, *in vitro* and UDP-GlcNAc *in vivo*, significantly reduced the proliferation of CRPC-like cells. The therapeutic effect *in vitro* was further enhanced by combining the metabolite with the anti-androgen enzalutamide. These findings are particularly noteworthy given that CRPC cells containing the AR-V7 variant (that is, 22Rv1) are essentially resistant to enzalutamide. Although preliminary, our results introduce the innovative concept of using metabolites to overcome therapeutic resistance in advanced tumours via the exploitation of altered metabolic pathways.

## Methods

### Cell culture and lentiviral transduction or siRNA transfection

Human prostate cell line 22Rv1 was purchased from American Type Culture Collection, C4-2 and LNCaP-ABL cells were obtained from Drs Nancy Weigel and Nicholas Mitsiades, respectively. LNCaP cells were obtained from the Tissue Culture Core at Baylor College of Medicine (BCM). All cell lines were verified using Short-Tandem Repeat DNA fingerprinting at the MD Anderson Cancer Center and were tested negative for mycoplasma contamination using MycoAlert Detection Kit (Lonza, Cat# LT07-418). C4-2 cells were grown in T-media with 10% fetal bovine serum (FBS), whereas 22Rv1, LNCaP and LNCaP-ABL were grown in RPMI-1640 medium. Both 22Rv1 and LNCaP were grown in 10% FBS and phenol red, whereas LNCaP-ABL was grown in 10% charcoal stripped FBS without phenol red. One hundred micrograms per millilitre of Normocin was added to all the cell culture media. To generate stable *GNPNAT1* and *GFPT1* KD in CRPC-like cells, lentiviral transduction using shRNA (Sigma Aldrich, Product# SHCLNV-NM_198066 (*GNPNAT1*, sequence in Supplementary Table 6), SHCLNV-NM_002056 (*GFPT1*, sequence in Supplementary Table 6), two independent shRNA clones each) targeting these genes was carried out at a viral titre of 5 MOI. Cells with stable KD of the gene were cultured in respective media added with 0.5 μg ml^−1^ of puromycin. In addition, where indicated, GFPT1-specific siRNA from Life Technologies (Cat numbers SASI_Hs01_00162618, SASI_Hs01_00162619 and SASI_Hs02_00333099) was used to create transient KDs according to the manufacturer's protocol. Similarly, luciferase (GenTarget Inc, cat# LVP402-PBS) expression in 22Rv1 cells was achieved using a virus titre of 2 MOI and cells selected using 800 μg ml^−1^ Geneticin. Overexpression vector for GNPNAT1 was obtained from the Cell-Based Assay Screening Service core at BCM.

### Integrative analysis and biostatistics

The data set used in this study are supplied as Supplementary Data 1. For the integrative analysis, gene expression and metabolomics data for benign adjacent prostate tissue and localized PCa were used. Gene expression and metabolic data were filtered, imputed and normalized as described^32^.

An integrated analysis of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways based on gene and metabolic expression data was performed^13^,^33^,^34^ as described below. Briefly, pathway enrichment based on gene expression and metabolic data was assessed using GSA (a variant of Gene Set Enrichment Analysis (GSEA) with improved power properties^33^) and NetGSA^13^,^34^, respectively. NetGSA belongs to the class of network topology-based pathway enrichment methods^35^ and incorporates information about connections between biomolecules (genes, proteins and metabolites) in a mixed effects linear regression model^13^,^34^. This mixed effects linear regression model allows for a rigorous testing procedure for pathway enrichment. In our earlier study^13^,^34^ using NetGSA to enrich pathways using gene expression data, we used existing gene network databases, such as BioGrid, YeastNet and BioCarta, to create the interaction network. In contrast, to apply NetGSA to metabolomics data, biochemical reactions among metabolites from KEGG were used to define their respective interaction network. In this network, the nodes are metabolites and edges between metabolites are drawn based on information from biochemical reactions. In other words, an edge is drawn between two metabolites if they constitute substrate–product pair of at least one biochemical reaction.

Pathways were ranked separately based on enrichment results from the gene expression and metabolic data. Subsequently, a combined score was derived and normalized for the variability in rankings observed in each data set. To estimate the variability of the combined scores, a bootstrap resampling procedure^36^ was employed wherein data from the tissue samples (in PCa and Benign classes) were randomly sampled with replacement.

For the resampling procedure, we denote the *averag*e ranking of the pathways *j*=1,…87 in 1,000 bootstrap samples of the gene expression (*G*) and metabolic expression (*M*) using the terms *R(j,G)* and *R(j,M)* and their standard deviation using the terms *S(j,G)* and *S(j,M)*, respectively. The final integrative score for the *j*th pathway is then defined as the mean of the normalized rankings of each pathway across 1,000 bootstrap samples computed using the equation: R*(j)=[88*-R(j,G)/S(j,G)*]+[88*-R(j,M)/S(j,M)*]. It is worth noting that the procedure implicitly self-adjusts for signal strength and noise levels in the gene expression and metabolomics data sets, thus proving more powerful and robust than concordance methods^37^.

Upon examination of the distribution of the combined scores (Fig. 1b), four pathways were found to have a significantly larger integrative score (*P*<0.03) than the rest, based on a normal test for outliers (Supplementary Table 2). To ensure that potentially important pathways were not missed, an additional pathway namely Cysteine metabolism (*P*=0.2), which was a borderline outlier, was also included along with the top four enriched pathways for secondary analysis. Overall, we selected the top five pathways from the integrative analysis, termed henceforth as pathways derived from the ‘primary enrichment analysis'. In the next step, KEGG pathways interacting with these top five enriched pathways were determined using information obtained from KEGG.

Next, we examine whether the neighbours of these five pathways (obtained from our integrative analysis) are also enriched based solely on gene expression data (Fig. 1c). This is based on the premise that gene expression data capture the encoded functional potential of the cell and hence could reveal interacting pathways that are most likely to be activated in the near term.

Procedurally for this secondary analysis, we first constructed the interaction network between 87 KEGG-defined pathways. The nodes of this network are KEGG pathways and an edges was drawn between two pathways if gene/metabolites members of one pathway interacted with gene/metabolite members of the other. We then used this information to determine the number of interacting pathways for each of the top five pathways obtained using the primary enrichment analysis. A total of 20 interacting pathways were identified for the top five pathways derived from the integrative analysis. Following this, using gene expression data we looked for enrichment of these 20 interacting pathways and rank ordered them based on their enrichment score. From this list, we next selected the top ten interacting pathways (that is, pathways that were ranked within the top 50%) and asked how many of these interact with the top five pathways derived from the primary enrichment analysis (Supplementary Fig. 1D) and used a network-based permutation test to assess their significance. This procedure identified the HBP as the key pathway in PCa (Supplementary Table 3).

To carry out the network-based permutation test, we denoted by **N(1), …, N(5)** the number of enriched neighbours of each of the top five pathways based on the gene expression data. We then generated *B*=10,000 random networks by scrambling the patterns of interactions among pathways, while preserving the number of interactions for each pathway as defined based on KEGG (Fig. 1c). That is to say that the randomization process maintained the number of interacting nodes (pathways) and their degree distribution. Procedurally, this was done as follows. Let **N(1,b), …, N(5,b)** denote the number of enriched interacting nodes for the five pathways obtained from the integrative analysis above in the **b**-th generated random network. The significance measure for association of the interacting neighbours for the top five enriched pathways resulting from the original integrative analysis is determined using the equation *P(j)=1/B ∑ (N(j,b)>N(j))*, where *j*=1,…5 and *B*=10,000. Importantly, the proposed network-based permutation test preserves the topology of the pathway interaction network thus preventing inflated false positive errors. R software code used for integrative analysis is available as Supplementary Information.

### Microarray analyses

Human Affymetrix Human Genome U219 Array Plate was used for gene expression analysis with values for each gene being calculated using robust multi-array average^38^. Data were fitted in weighted linear models, which are designed specifically for microarray analysis^39^. The data were further filtered using principal component analysis to identify samples that do not cluster with the rest of the samples within a group. In LNCaP-ABL cells, this resulted in removal of three samples (one NT and two KD) from further analysis. ANOVA statistics was computed for each probe set, corrected for false discovery rate (FDR^40^) and mapped for over-represented pathways using ConsensusPathDB (http://cpdb.molgen.mpg.de).

### Metabolomic analyses

Mass spectrometry-based multiple reaction monitoring (MRM) studies were done as described^41^. A list of MRM transitions is given in Supplementary Table 4.

For the targeted metabolic measurements described in this manuscript, *P*-value was computed using *t*-test/ANOVA coupled to multiple comparison correction using FDR correction method described in FDRtool package in R software.

### Reagents used for metabolite analysis

Reagents such as acetonitrile, methanol and water for high-performance liquid chromatography were purchased from Burdick and Jackson. Formic acid and internal standards, which included a mixture of Jasmonic acid, [^15^N]_2_-Tryptophan, Thymine-d4, Glutamic acid-d5, Gibberellic acid, Trans-Zeatin, [^15^N]-Anthranilic acid and Testosterone-d3, were purchased from Sigma-Aldrich. For UDP-N-Acetyl glucosamine quantification, [^13^C]_6_ N-acetyl glucosamine was used as an internal standard and the calibration curve for quantification was generated using the purified metabolite purchased from Sigma-Aldrich.

### Quality controls for metabolic analysis

Aliquotes of isotopic labelled internal standards described above were used at a final concentration of 0.25 mM. Instrument performance was monitored using matrix-free mixture of internal standards reconstituted in a 50:50 (v/v) mixture of methanol and water. Furthermore, for relative quantification of metabolite levels, isotopic labelled internal standards spiked into the samples were used to control for variation in metabolite extraction procedure. Along with experimental samples, we also extracted the metabolites from pooled liver samples (spiked with internal standards), which were analysed in tandem with experimental samples. This allowed us to control for variation from both extraction procedure and instrument performance. Similarly, for absolute quantification of UDP-N-acetyl glucosamine, calibraton curve was generated by spiking in [^13^C]_6_ N-acetyl glucosamine in a matrix containing dialysed tissue extract.

### Metabolite extraction

The metabolite extraction protocol used in this study was described earlier^32^. Briefly, both cell line and tissue samples were either sonicated or homogenized, respectively, in methanol/water (4:1) containing mixture of internal standards. Before this step, the cell line samples were subjected to multiple freeze–thaw cycles to achieve homogenous rupture of cell membranes. The cell line or tissue homogenate was then diluted with 450 μl of ice-cold chloroform and vortexed using a Multi-Tube Vortexer for 10 min. Following this, 150 μl of ice-cold water was added to the homogenate and vortexed for an additional 2 min. The homogenate was then incubated at −20 ° C for about 20 min to allow for aqueous and organic phase separation. Following separation of organic and aqueous phases, each of them was dried at 37 °C for 45 min using EZ-2 series Genevac Speed Vac system. Next, the dried aqueous samples were reconstituted in 50:50 mixture of methanol/water and subjected to de-proteination using a 3-kDa molecular filter at 4 °C for 90 min. Following this, the filtrate was dried, reconstituted in 50:50 mixture of methanol/water containing 0.1% formic acid and separated by liquid chromatography before mass spectrometry analysis.

### Liquid chromatography and mass spectrometry analysis

Separation of metabolites prior mass spectrometry was carried out by reverse phase chromatography on a Phenomenex Synergi Max-RP (250 × 4.6 mm^2^, 80 Å, Phenomenex) column using an Agilent 1290 series HPLC system (Agilent Technologies). Mobile phase used was composed of 1 mM ammonium acetate with 0.05% ammonium hydroxide/water (v/v; solvent A) and 1 mM ammonium acetate with 0.05% ammonium hydroxide/acetonitrile (v/v; solvent B). Gradient parameters used for the separation were: 0 min-5% B; 15–17 min-10% B, 22 min-90% B, 23–28 min-5% B, followed by re-equilibration to the initial starting condition. Flow rate of 0.3 ml min^−1^ was optimized for the experiments.

Relative or absolute levels of metabolites were quantified using MRM (refer Supplementary Table 4 for MRM transitions). MRM-based mass spectrometry analysis was performed on 6490 QQQ-LC/MS (Agilent Technologies) using electrospray ionization. Both positive and negative ionization modes were employed using capillary voltages of 3,500 V (positive ionization) and −3,000 V (negative ionization), respectively, a collision gas flow rate of 10 l min^−1^ and a nebulizer gas flow rate of 35 l min^−1^. Throughout these experiments, nebulizer gas temperature was maintained at 350 °C. Nitrogen was used as the collision gas at a collision cell pressure of 2.39 × 10^−5^ Torr. For maximum sensitivity, parameters for fragmentor voltage and collision energy for each of the metabolites assessed were optimized using the optimizer software (Agilent Technologies).

### RNA and QPCR analysis

Standard RNA extraction (RNeasy Mini Kit from Qiagen), reverse transcription (Quanta Biosciences, cat# 95048-500) and SYBR green (Life Technologies, cat # 4385614) Q-PCR were performed^41^. Primers used in this study are listed in Supplementary Table 5.

### Western blot

Antibodies to GNPNAT1 (Proteintech, cat # 16282-1-AP, 1:2,000), GFPT1 (Santa Cruz Biotechnology, cat# sc-377479), SP1 (Cell Signaling, cat # 9389, 1:1000), ChREBP (Novus, cat # NB400-136V, 1:1,000), AR (Santa Cruz Biotechnology, cat # sc-816, sc-7305), AR-V7 (Precision Antibody, cat # AG10008), PI3K-p85 (BD Biosciences, Cat # 610045) and Actin (used as loading control; Sigma, 1:7500) were used. All the remaining antibodies were from Cell Signaling Technology and used at 1:1,000 dilution. Nuclear and cytoplasmic lysates were prepared using NE-PER Nuclear and Cytoplasmic Extraction Reagents (Life Technologies, Cat # 78833) per the manufacturer's instructions.

O-glycosylation immunoblots were performed on total protein lysates using O-GlcNAc antibody (mouse, Santa Cruz Biotechnology, cat# sc-59623, 1:1,000). Blots were scanned and immunoreactive bands having molecular weight greater than 50 kDa were quantified using Image J software. For each sample, the intensity of glycosylated immunoreactive band(s) was normalized first to their respective GAPDH. Following this, the median intensity of each normalized band was calculated across multiple biological replicates (*n*=3 for 22Rv1 and *n*=2 for LNCaP-ABL) and data represented as plots in Supplementary Fig. 12E. Original scans of all western blots are shown in Supplementary Figs 16–29.

### Tissue microarray

Tissue microarray was immunostained using GNPNAT1 antibody (Proteintech, 1:500 dilution) and UAP1 antibody (Abcam, 1:500 dilution) and scored by Dr Ittmann, a genito-urinary specialty trained pathologist. All tissues were collected under an institutional review board protocol and with informed consent at BCM and University of Michigan (UMICH).

### BrdU and ChIP assays

BrdU assay (Calbiochem/Millipore, cat # 80002-206) was performed per the manufacturer's instructions. ChIP assays were done following the manufacturer's protocols (EMD Millipore Corporation, cat # 17–10461). Immunoprecipitation was carried out using either 10 μg of rabbit SP1 antibody (Cell Signaling) or using rabbit non-immune IgG (Sigma), as a control. Fold change in enrichment of SP1 occupancy on gene-specific promoters was calculated relative to the promoter binding obtained using non-immune IgG (negative control).

### FluoReporter assay

The assay was performed by quantification of DNA content using fluoreporter assay (Themo Fisher Scientific, Cat # F-2962) as per the manufacturer's protocol and as described previously^42^. Briefly, number of cells seeded in a 96-well plate were optimized for both LNCaP-ABL and 22Rv1 cells with GFPT1 siRNA or control siRNA. For each experiment, empty wells were used as background control. Furthermore, fluorescence was detected at 360 nm (excision) and 460 nm (emission) using a fluorescence microplate reader. The intensity values of blank wells were substrated from experimental data and for each sample (GFPT1 targeted siRNA) data were normalized to control wells (with control siRNA).

### Celigo-based cell counting

Celigo-based counting was used to determine change in cell numbers either after overexpression of GNPNAT1 or to assess the effect of metabolite treatments in CRPC-like cells. For all cell lines used for Celigo-based cell counting assay, optimal cell numbers were determined using parameters suggested by the manufacturer (Nexcelom Bioscience LLC). Approximately 2,000 and 3,000 cells, respectively, for 22Rv1 and LNCaP-ABL were seeded in replicates on day 0 in independent 96-well plates (Greiner 655090). After 24 h of plating, cells were subjected to treatment if any and scanned for their cell numbers at 0, 24, 48, 72 and 96 h post treatment or followed up to 6 days post transfection (GNPNAT1 over expression). At the end of 96 h of culture or 6 days post transfection, cells were visualized with diamidino-2-phenylindole, imaged using a blue filter and counted. For each treatment group, the median cell numbers across all replicates were calculated across the various time points. Following this, the cell numbers in the treatment group were represented as percentage of cells relative to the control group, along with their associated standard deviation. *P*-values to assess significance of the effect were computed using an ANOVA test in R software.

### Luciferase reporter assay

Plasmid containing ChREBP-luciferase was a kind gift from Dr Lawrence Chan, BCM. This was transfected using Lipofectamine 2000 (Life Technologies) into 22Rv1 KD and NT cells. Forty-eight hours later, luciferase signal was measured using a luminometer after adding Steady-Glo Luciferase reagent from Promega Inc. (cat # E2510) per the manufacturer's protocol (data were normalized using total protein content in the cells).

### High throughput microscopy and image analysis

22Rv1 NT, KD1 and KD5 cells were seeded on optical glass-bottom 96-well plates (Greiner Bio-One), fixed and labelled with ChREBP (Novus, cat # NB400-136V, 1:500) antibody following standard immunofluorescence protocols. Plates were imaged using an IC-200 high-throughput microscope (Vala Sciences) with a × 20/0.75 numerical aperture objective. For each sample, a minimum of eight fields per well were imaged. Image analysis was performed for each cell using an automated mIA software platform^43^ and the total averaged intensity was normalized to the respective cell area. The normalized intensity was then used to calculate population marginal mean difference for expression of ChREBP in 22Rv1 NT and KD cells.

### *In vivo* xenografts

All mouse experiments performed at either the BCM or the UMICH were approved following the guidelines of BCM Institutional Animal Care and Use Committee and Unit of Laboratory Animal Medicine- UMICH, respectively. Male SCID-Beige Fox Chase and Nod-SCID Gamma mice (between 6 and 8 weeks of age) were obtained, respectively, from Michael Lewis laboratory at BCM and Charles River laboratory (Frederick, MD). The mice were used to generate xenografts using either 22Rv1 (experiments conducted at both BCM and UMICH) or LNCaP-ABL (study conducted at UMICH) cells that were stably transduced with either control shRNA or shRNA targeting GNPNAT1. To generate the xenografts, subcutaneous injection of 100 μl of a mixture containing cells (50 μl of 3 × 10^6^ 22Rv1 or 1 × 10^6^ LNCaP-ABL in 1 × DPBS) and Matrigel (50 μl, 5 mg ml^−1^ protein concentration; Corning cat #354248) was carried out in the hind-flank area of the mice under isoflurane anaesthesia. Tumours were measured using calipers either twice (LNCaP-ABL) or thrice (22Rv1) per week for minimum of 8 weeks. Tumour volume was calculated using the formula TV=(length × width^2^) × 0.52 (ref. 44). In case of tumours generated using luciferase-labelled 22Rv1 cells, tumour growth was additionally monitored using bioluminescence imaging with a Xenogen IVIS 200 after intraperitoneal D-luciferin (100 μl of 10 μg ml^−1^ solution) injection. Intra-cardiac injections (performed at UMICH) using luciferase-labelled 22Rv1 cells used 2.5 × 10^5^ cells in 100 μl of DPBS. Mice were anaesthetized using isoflurane. Successful injections were assessed by measuring the initial bioluminescence at the tumour locations. Mice with high bioluminescent signal in areas around or in the heart during the first 2 weeks were deemed unsuccessful, and removed from the study. At the end of the study, the tumours were harvested and flash frozen for further analysis. Tumours were observed in all the mice injected with LNCaP-ABL cells (both NT and KD). L-KD5 tumours reached 1,000 mm^3^ by day 53 at which point these animals were killed. Figure 2j shows the relative tumour growth curve across all groups up to this point. L-KD1 and L-NT mice were killed around days 55–87. By the end of the experiment, the median tumour volumes for L-KD1 and L-NT were 908 and 859 mm^3^, respectively. All the molecular analysis was performed on tumours resected at the end of the experiment. In case of mice injected with 22Rv1 cells (Fig. 2i), 7 and 8 mice had tumours in the KD and NT groups, respectively. Mice in which tumours did not form were removed from the study. Mice injected with 22Rv1 labelled with luciferase (Supplementary Fig. 6A–C) had 9 and 10 tumours, respectively, in the NT and KD groups. For the analysis of the data on tumour volume (Fig. 2i,j and Supplementary Fig. 6A), a GLM in the R software was used. Here both the treatment (that is, NT versus KD1 versus KD5 for ABL, and NT versus KD for 22Rv1) and the time of treatment were used as fixed effects. The sample replicates were treated as random effects. Model parameter estimates were obtained using a maximum likelihood method and implemented in the lme4 package in the R statistical language. The corresponding *P*-values of the test statistic computed using GLM for the treatment effects are reported. We have not selected a specific time point to assess significance. Rather, the GLM model uses the rate of tumour growth over the entire time period of treatment to assess the overall significance of the effect.

### Magnetic resonance imaging

MRI was used to confirm the presence of metastasis in jaw and pelvic bones in mice injected intra-cardially using 22Rv1 GNPNAT1 KD and NT control cells. MRI was carried out on a 7T Agilent Direct Drive system (Agilent, Inc.) with a quadrature mouse body volume coil (m2m Imaging Corp.). During all MRI procedures, animals were anaesthetized with a 1–2% isoflurane/air mixture while maintaining body temperature using a heated air system (Air-Therm Heater, World Precision Instruments). Anatomical MR images were acquired by a fast spin echo sequence with the following parameters: repetition time/echo time=4,000/15 ms, field of view=40 × 30, matrix size=128 × 128, slice thickness=0.5 mm, echo train=8, echo spacing=15 ms and number of slices: 25∼30. Mice with tumours detected by bioluminescence imaging were imaged with MRI to confirm the tumour presence. Contrast-enhancement was performed by i.p. administration of 50 μl of 0.5 M gadolinium-DTPA (Magnevist, Bayer Healthcare Pharmaceuticals) 5 min prior to image data acquisition. Delineation of tumour from healthy tissue was determined using a contrast-enhanced T1- or T2-weighted spin-echo images.

### UDP-GlcNAc and mannose treatments *in vivo*

For UDP-GlcNAc and mannose treatments, the metabolites (Sigma-Aldrich) were resuspended in PBS. Intra-tumoral UDP-GlcNAc or mannose injections (50 μl at 60 mM) or PBS alone, were performed twice a week into castrated Nod-SCID Gamma male mice bearing xenograft tumours generated using wild-type LNCaP-ABL cells. The experiments were done in three independent sets. To generate tumours, 5 million cells were injected in set 1 and 10 million cells were used in sets 2 and 3, respectively. Set 1 contained four animals each treated with PBS (vehicle control) and 60 mM UDP-GlcNAc, after the xenografts reached an average volume of 300 mm^3^ (Fig. 4e). Tumours were monitored for 72 days. Set 2 contained seven animals each treated with PBS (vehicle control) and 60 mM UDP-GlcNAc, after the xenografts reached an average volume of 100 mm^3^ (Supplementary Fig. 15A). Tumours were monitored for 38 days. Set 3 contained five and six animals treated with mannose (60 mM, un-related metabolite control) and 60 mM UDP-GlcNAc, respectively, after the xenografts reached an average volume of 100 mm^3^ (Supplementary Fig. 15B). Tumours were monitored for 40 days. Tumour implantation sites were pre-treated with iodine swab stick before an injection. Measurement of tumour volume was carried out every 4 days in first and third set of experiments and every 3 days in the second set of experiments. For each animal, the tumour volume at each time point was normalized to its baseline value obtained before starting the treatment. The percent change in the median tumour volume for all the animals in group was calculated along with the associated median absolute deviation and plotted against time (in days). *P*-value was calculated using GLM model as described earlier. Animals were euthanized once the tumour size reached a volume of 1,000 mm^3^.

### Treatment of CRPC cells using metabolites or enzalutamide

Cell viability and cell numbers post treatment with metabolites or enzalutamide or both were done using MTT assay and Celigo-based cell counting (refer to section marked Celigo-based cell counting, above), respectively. For MTT assay, 10,000 LNCaP-ABL or 22Rv1 cells were plated independently in replicates (total of either 6 or 12 replicates) in 48-well plates and treated with either PBS/dimethylsulphoxide (vehicle) or 10 μM enzalutamide or 60 mM UDP-GlcNAc or a combination of 10 μM enzalutamide and 60 mM UDP-GlcNAc. Ninety-six hours post treatment, cell viability was assessed using MTT assays per the manufacturer's protocols. Data were analysed using an ANOVA model generated with three factors: (i) treatment, (ii) cell line and (iii) experimental replication. Subsequently, differences in the mean level of the treatments for different cell lines were compared controlling the Family Wise Error Rate (for multiple comparisons) at the *α*=0.01 level, using Bonferroni method^45^. ANOVA model was used to compute *P*-values comparing either enzalutamide or combination of enzalutamide and UDP-GlcNAc with other treatments.

## Additional information

**Accession codes:** The gene-expression data for GNPNAT1 KD 22Rv1 and LNCaP-ABL cells have been deposited in the GEO database and can be accessed using the GEO ID GSE67537.

**How to cite this article:** Kaushik, A. K. *et al*. Inhibition of the hexosamine biosynthetic pathway promotes castration-resistant prostate cancer. *Nat. Commun.* 7:11612 doi: 10.1038/ncomms11612 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-29, Supplementary Tables 1-6 and Supplementary Reference.

Supplementary Data 1 This is the matched gene expression and metabolomics data that was used for the integrative analysis. The metabolomics data was originally published in Nature 2009, PMID 19212411.

Supplementary Software R software code used for integrative analysis

## Figures and Tables

**Figure 1:**
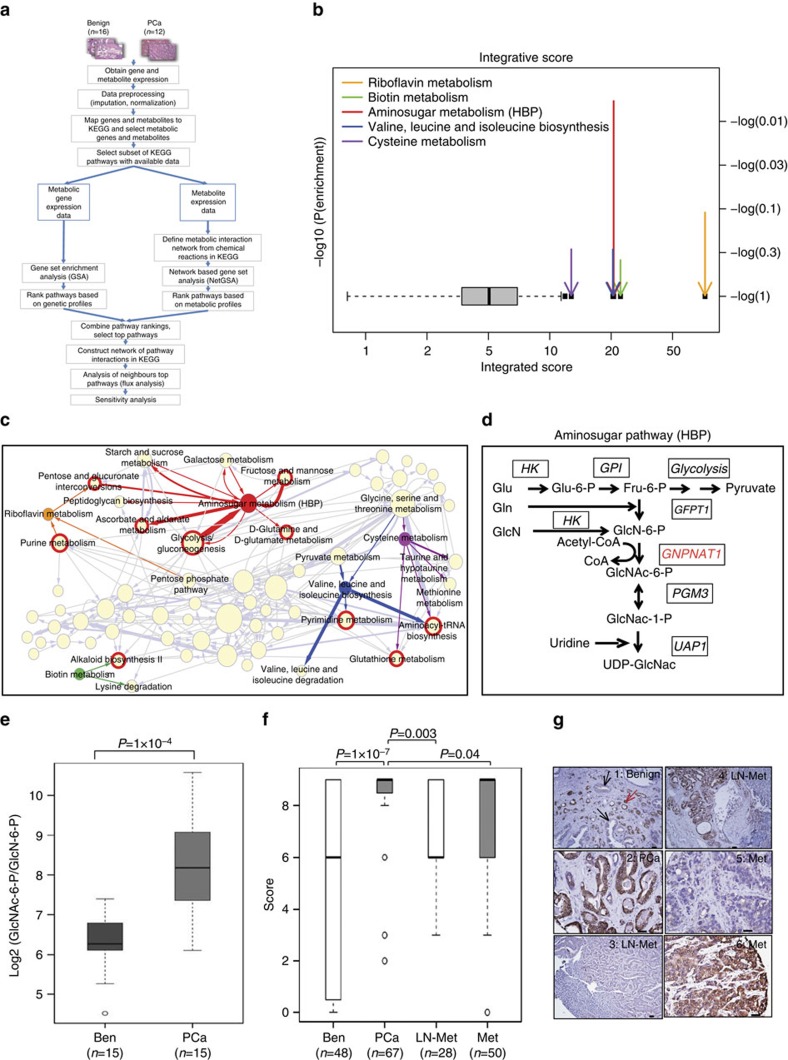
Integrative analysis of gene expression and metabolic data sets identifies alterations in the hexosamine biosynthetic pathway in prostate cancer. (**a**) Overview of integrative methodology. (**b**) Top pathways identified after integrative analysis using combined gene/metabolite-derived enrichment scores using our previously published^10^ data. Black dots indicate top six pathways identified as outliers and coloured arrows indicate the top five enriched pathways chosen for secondary analysis. (**c**) Network representation of pathways shown in **b** (solid coloured circles: enriched pathways after integrative analysis using combined gene/metabolite-derived enrichment scores; circumference is correlated to pathway connectivity). Association between interacting pathways and each of the enriched pathways (solid coloured circles) obtained after the integrative analysis is shown by coloured arrows, which also show the direction of interaction. Arrow thickness correlates with number of interacting components between two pathways. Enriched associated pathways (also termed interacting pathways) interacting with those listed in **b**, are shown in red rimmed circles. Thus, for example, amino sugar metabolism or HBP has eight interacting pathways, 5 of which are enriched (red rimmed circle). (**d**) Overview of the HBP. *GNPNAT1* (red) is the most proximal consistently upregulated HBP enzyme in PCa. (**e**) *GNPNAT1* product/substrate ratio was higher in PCa compared with matched benign-adjacent prostate tissues (*n*=15 pairs). *P*-value was calculated using Unpaired Student's *t*-test. (**f**) Boxplots showing immunostaining of *GNPNAT1* in primary PCa (*n*=67) versus benign adjacent (Ben, *n*=48), PCa versus lymph node mets (LN-Met, treatment naïve, *n*=28) and PCa versus CRPC mets (Met, *n*=50). *P*-value was calculated using Wilcoxon-Rank Sum test. (**g**) Representative photomicrograph of *GNPNAT1* staining in 1: Ben (black arrows) with tumour nodules (red arrow); 2: PCa; 3, 4: LN-Met and 5, 6: Mets. Representative scale bar for sections 1, 3 and 4 is 100 μm (low power) and for sections 2, 5 and 6 is 25 μm (high power). In all cases, *P*-value of <0.05 was considered significant. For boxplots, the horizontal line represents median value, whereas Whiskers represent either <25 or >75 quartile ranges.

**Figure 2:**
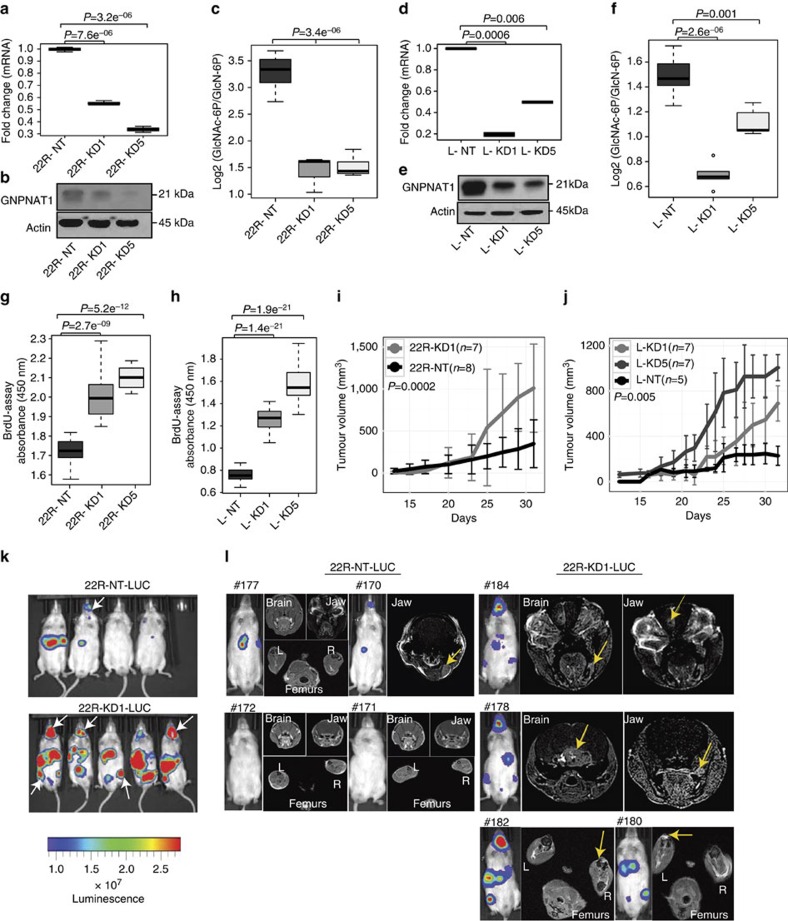
Effect of *GNPNAT1* knockdown in CRPC-like cells. shRNA knockdown (KD) of *GNPNAT1* in 22Rv1 cells (22R-KD1/5) leads to (**a**) significant reduction in mRNA (*n*=5, representative data), (**b**) loss of protein (∼21 kDa, *n*=5, representative immunoblot) and (**c**) significant decrease in product/substrate ratio (4–5 biological replicates) for *GNPNAT1*, compared with controls (22R-NT). Similarly, KD of *GNPNAT1* in LNCaP-ABL cells (L-KD1/5) leads to (**d**) significant reduction in mRNA (*n*=3, representative data), (**e**) loss of protein (*n*=3, representative immunoblot) and (**f**) significant decrease in product/substrate ratio (5 biological replicates) for *GNPNAT1*, compared with controls (L-NT). (**g**) *GNPNAT1* KD in 22Rv1 cells significantly increases proliferation compared with NT controls (5 biological replicates, 12 technical replicates). (**h**) Same as in **g**, but for *GNPNAT1* KD in LNCaP-ABL cells compared with NT controls (3 biological replicates, 20 technical replicates). (**i**) 22Rv1 xenograft tumours containing *GNPNAT1* KD show a significantly higher growth rate compared with controls (*n*=7 KD1 and *n*=8 NT). *Y* axis represents median tumour volumes in mm^3^ and associated median absolute deviation (MAD) for each group. (**j**) Same as in **i**, but for LNCaP-ABL cells containing *GNPNAT1* KD (L-KD1 and L-KD5, 7 mice per condition) and NT controls (L-NT, 5 mice). L-KD cells grew significantly faster than NT controls. (**k**) Representative images (*n*=4 NT, *n*=5 KD1) showing intra-cardiac injection of luciferase containing 22Rv1 cells with *GNPNAT1* KD or NT controls in castrated Nod-SCID Gamma mice (*n*=8 NT, *n*=10 KD1) showed significantly higher soft tissue metastasis. As shown in the representative figure, 4/5 KD mice and only 1/4 NT mice demonstrated metastatic lesions to the jaw and pelvic bones (white arrows). (**l**) Magnetic resonance imaging of representative mice shown in **k**. Yellow arrows show regions of metastasis in the brain as well as bones in the jaw and femur (L=left, R=right) supporting the luciferase data shown in **k**. ANOVA model was used to compute *P*-values for panels shown in **a**,**c**,**d**,**f**–**h**. For **i**,**j** showing *in vivo* data, a mixed effects linear model was fitted to the data as described under the Methods. For boxplots, the horizontal line represents median value, whereas Whiskers represent either <25 or >75 quartile ranges.

**Figure 3:**
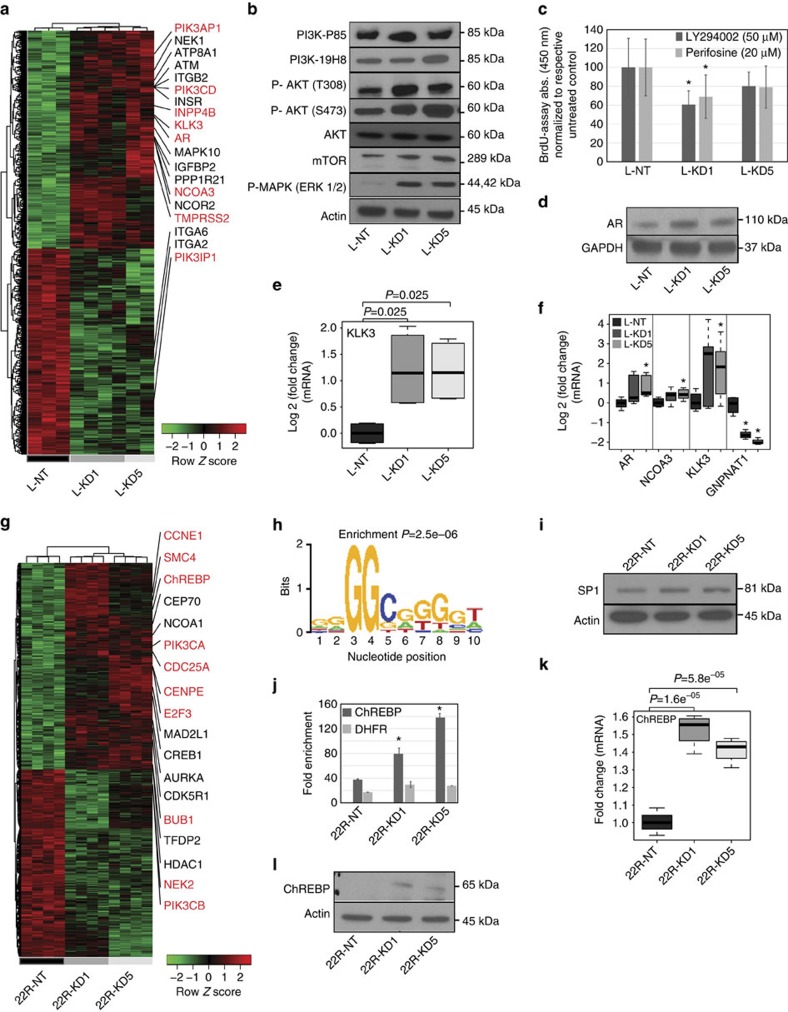
Elucidating the mechanism of *GNPNAT1* KD driving an aggressive phenotype in CRPC-like cells. (**a**) Heat map showing differential (*P*<0.05, FDR 30%) genes in LNCaP-ABL cells containing *GNPNAT1* KD (L-KD1, *n*=4; and L-KD5, *n*=2) compared with NT controls (L-NT, *n*=3). (**b**) Immunoblot showing increased expression of phosphorylated and total PI3K (∼85 kDa, *n*=3 for PI3K-P85 and *n*=2 for PI3K-19H8), AKT (∼60 kDa, *n*=4 for AKT, *n*=3 for p-AKT (T308) and *n*=4 for p-AKT (S473)), m-TOR (∼281 kDa, *n*=5) and p-MAPK (∼44-42 kDa, *n*=3) in LNCaP-ABL KD cells compared with controls. In all cases, representative immunoblots are shown. (**c**) Treatment of LNCaP-ABL NT and KD cells with either 20 μM Perifosine (AKT/PI3K inhibitor, (*n*=3) or 50 μM of LY294002 (PI3K) inhibitor (*n*=3), significantly decreased KD1 cell proliferation and modestly reduced KD5, both compared with treated NT control. (**d**) Immunoblot showing increased expression of AR in *GNPNAT1* KD LNCaP-ABL cells compared with control (∼110 kDa, *n*=3, representative immunoblot). (**e**) QPCR validating increased expression of AR-target gene *KLK3* (*PSA*) in LNCaP-ABL KD cells (*n*=3). (**f**) QPCR validating increased expression of *AR* and its co-activator *NCOA3* and downstream target *KLK3* in xenograft tumours derived from LNCaP-ABL KD cells compared with NT control (*n*=4). (**g**) Heat map showing differential (*P*<0.05, FDR 20%) genes in 22Rv1 cells containing *GNPNAT1* KD (22R-KD1 and 22R-KD5, *n*=4 each) compared with NT controls (22R-NT, *n*=4). (**h**) Promoter Scan on genes upregulated in KD cells revealed enrichment for SP1-binding sites. (**i**) Immunoblot showing significantly (*P*<0.05) increased protein levels for SP1 (∼81 kDa, *n*=5) in 22Rv1 cells containing *GNPNAT1* KD (22R-KD1 and 22R-KD5, median band intensity of 0.66±0.23 and 0.51±0.08, respectively) compared with NT control (median band intensity of 0.35±0.06). Actin was used to control for protein loading. (**j**) Chromatin immunoprecipitation (ChIP) assay-coupled to QPCR to verify SP1 binding to the promoter of ChREBP. SP1 binding to the promoter of DihydroFolate Reductase (DHFR) was used as a positive control (*n*=3, median and standard deviation shown). (**k**) QPCR validation of *ChREBP* expression in 22Rv1 KD and NT cells (*n*=3). (**l**) Immunoblot showing elevated protein expression of ChREBP in 22Rv1 KD cells compared with NT control (∼65 kDa, *n*=3, representative immunoblot). *P*-values were computed using Unpaired Student's *t*-test (for **f**) and ANOVA model (**c**,**e**,**j** and **k**). For **e** and **f**, the fold change was log 2 transformed to get normal distribution. In all cases, *P*-value: *P<0.05. For boxplots, the horizontal line represents median value, whereas Whiskers represent either <25 or >75 quartile ranges. All bar plots are represented in median±s.d.

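Stable loss of an HBP enzyme can reach transcription through O-GlcNAc on transcription factors and through N-glycans on receptors. At the legend's thresholds, 9560 of the probe sets differed among NT, KD1 and KD5 LNCaP-ABL cells, and 2598 did at an adjusted p under 0.05 in limma. KD versus NT gave 1637 probe sets, 867 higher and 770 lower (8599 at an unadjusted p under 0.05), which stand for 626 genes higher, 541 lower and 1 both ways. KD1 alone gave 2402 probe sets and KD5 alone 828. Both called 376, with 314 in the same direction, and the 164 shared rises and 150 shared falls compare with 12.1 and 8.19 for independent calls. The NT arrays are common to both comparisons, which raises the overlap, and are too few to divide. Without L-NT replicate 3 the limma counts were 1674 among the groups, 649 for KD versus NT, 1275 for KD1 and 478 for KD5, and without L-NT replicate 2 they were 726 for KD versus NT, 1462 for KD1 and 463 for KD5. Without L-KD5 replicate 2, KD5 gave 365. GPM6A, a neuronal membrane glycoprotein gene, had the largest rise whose sign was the same with both hairpins, 2.36 in log2 terms (standard error 0.23, adjusted p = 3.79e-04 in limma). It came from KD1 with 4.13 (adjusted p = 5.61e-06), while KD5 gave 0.59 (adjusted p = 0.443). Other large rises were those of SLC44A5, which encodes a choline transporter-like protein, with 2.14 (adjusted p = 1.13e-04), and LRRTM1, a synaptic adhesion gene, with 2.04 (adjusted p = 1.53e-05). NETO1, an auxiliary subunit gene of glutamate receptors, was 6.94 ± 0.08 (SD, n = 3) in NT, 8.47 ± 0.12 (SD, n = 4) in KD1 and 9.15 ± 0.05 (SD, n = 2) in KD5. COL5A2, a fibrillar collagen gene, rose by 1.86 (adjusted p = 1.94e-04), and DAPK1, which encodes a kinase of cell death, by 1.72 (adjusted p = 2.90e-04). The largest falls included UGT2B10 with -2.02 (adjusted p = 5.43e-06), a relative of UGT2B11 and UGT2B28. HSPB8, a small heat shock protein gene, was 7.48 ± 0.08 (SD, n = 3) in NT, 5.40 ± 0.15 (SD, n = 4) in KD1 and 5.13 ± 0.24 (SD, n = 2) in KD5. GAL, a neuropeptide gene, fell by 1.83 (adjusted p = 4.79e-05), DIO1, which encodes a thyroid hormone deiodinase, fell by 1.73 (adjusted p = 2.13e-04), PEG10, an imprinted retrotransposon-derived gene, fell by 1.63 (adjusted p = 7.19e-04) and CDH3, the P-cadherin gene, fell by 1.61 (adjusted p = 3.81e-05). S100P, a calcium-binding protein gene, fell by 1.95 (standard error 0.38, adjusted p = 0.0194), a call that 5 of 19 alternatives ended (to 0.196). ATM, the gene of the DNA damage kinase, is named beside the heat map and rose by 0.54 (adjusted p = 0.00654). ATP8A1, a phospholipid flippase gene, rose by 0.78 (adjusted p = 0.0187), PPP1R21, a gene of endosome sorting, by 0.43 (adjusted p = 0.0293), and the laminin receptor gene ITGA6 fell by 0.48 (adjusted p = 0.00900). The ATP8A1 and PPP1R21 calls ended in 5 and 9 of 19 alternatives, with adjusted p-values of up to 0.144 and 0.137, and that of ITGA6 in 1 (0.0521).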

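22Rv1 cells secrete luminal products and hold a partly differentiated epithelial state, so changes of state show in keratins, claudins and secreted proteins. At the legend's thresholds, 20757 probe sets differed among NT, KD1 and KD5 22Rv1 cells, and 16083 at an adjusted p under 0.05 in limma. KD versus NT gave 4899 probe sets, 2573 higher and 2326 lower (11224 at an unadjusted p under 0.05). These stand for 1674 genes higher, 1519 lower and 20 both ways. KD1 differed from NT at 7888 probe sets, KD5 at 8871, and KD1 from KD5 at 14677. Of 3033 probe sets called with both hairpins, 1584 changed in the same direction and 1449 in opposite ones. The 752 shared rises and 832 shared falls compare with 385 and 324 for independent calls; with the NT arrays divided so that KD1 and KD5 shared none, 148 rises in either division and 311 or 306 falls were shared, against 58.4 to 64.8 for independent calls. AGTR1, the gene of the angiotensin II receptor, was 4.66 ± 0.24 (SD, n = 4) in NT, 6.69 ± 0.33 (SD, n = 4) in KD1 and 7.16 ± 0.13 (SD, n = 4) in KD5, the largest rise whose sign was the same with both hairpins, at 2.25 (standard error 0.13, adjusted p = 3.49e-07 in limma). The NT signal of AGTR1 lay below the array medians of this line, which limits what its fold change can show. TNFRSF19, which encodes a receptor of the TNF family, rose by 1.75 (adjusted p = 5.50e-06), nearly all of it from KD5 with 3.22 (adjusted p = 9.75e-08) against 0.28 for KD1 (adjusted p = 0.276). TIMP3, an inhibitor of matrix proteases, rose by 1.62 (adjusted p = 1.83e-07), and SCUBE2, a secreted factor of hedgehog signalling, by 1.29 (adjusted p = 3.29e-05). HS6ST2, which encodes a heparan sulfate sulfotransferase, rose by 1.21 (adjusted p = 1.17e-05). The largest fall was of ALDH1A1, the gene of a retinal dehydrogenase, from 8.28 ± 0.22 (SD, n = 4) in NT to 5.24 ± 0.39 (SD, n = 4) in KD1 and 5.30 ± 0.19 (SD, n = 4) in KD5, a change of -2.97 (standard error 0.14, adjusted p = 8.37e-08). SUSD2, a sushi domain membrane protein gene, fell by 2.89 (adjusted p = 2.40e-09), KRT7, a keratin gene of simple epithelia, fell by 2.57 (adjusted p = 2.58e-09), and TMSB15A, a thymosin gene of cell motility, fell by 2.51 (adjusted p = 2.36e-10). SLFN11, whose product stops replication under DNA damage, fell by 2.35 (adjusted p = 9.82e-08), SLIT2, a guidance ligand gene, fell by 2.20 (adjusted p = 4.15e-08) and CGA, the gene of the glycoprotein hormone alpha chain, fell by 2.01 (adjusted p = 3.19e-08). Further genes named beside the heat map rose little, CREB1, which encodes a cAMP-responsive transcription factor, by 0.18 (adjusted p = 0.0361) and CEP70, a centrosome gene, by 0.26 (adjusted p = 0.0150), and these calls ended in 9 and 2 of 21 alternatives, each the loss of a single array, with adjusted p-values of up to 0.116 and 0.0535. NEK2, a centrosomal kinase gene, rose by 0.28 (adjusted p = 0.00149), a call that a fit of both lines alone ended (0.665, lowest 1.03e-06).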

**Figure 4:**
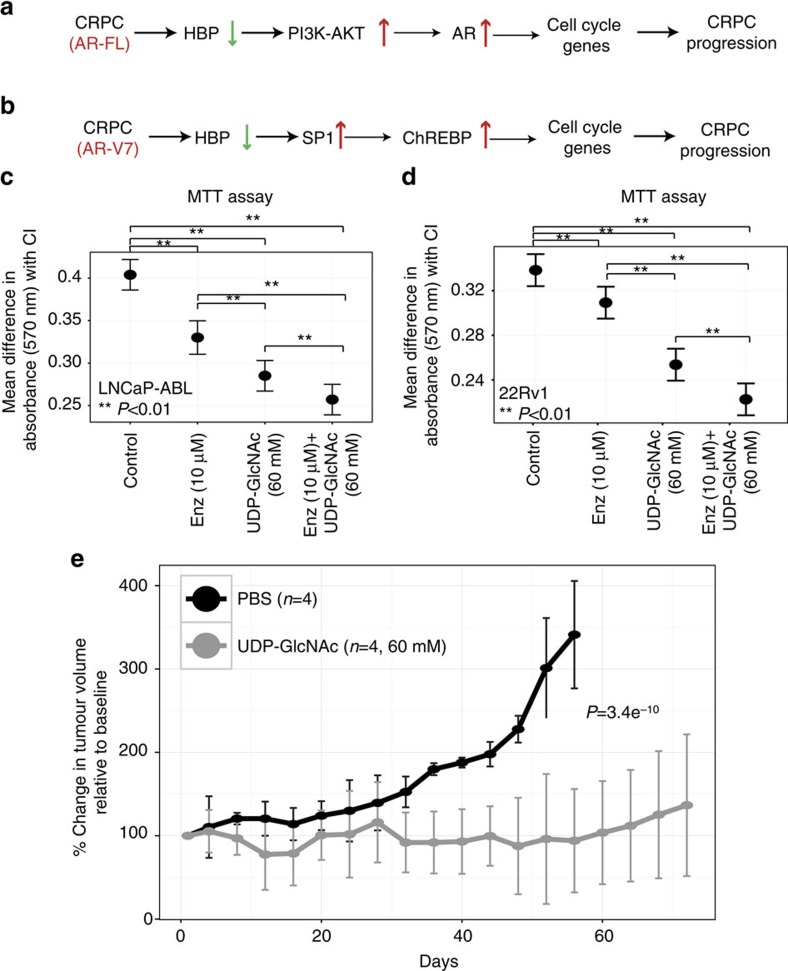
Therapeutic targeting of HBP in CRPC. (**a**) Decreased HBP expression in CRPC tumours containing AR-FL is associated with increased activity of PI3K-AKT that could activate AR. This activates cell cycle genes leading to increased proliferation driving CRPC progression. (**b**) In CRPC containing AR-V7, decreased HBP expression activates SP1-regulated ChREBP expression leading to stimulation of cell cycle genes, increased proliferation and tumour progression. (**c**) MTT assay results for LNCaP-ABL (*n*=9) cells treated with vehicle (PBS+dimethylsulphoxide) or 10 μM enzalutamide (Enz) or 60 mM UDP-N-acetylglucosamine (UDP-GlcNAc) or both enz+UDP-GlcNAc for 96 h. (**d**) Same as in **c** but treatments were done on 22Rv1 cells (*n*=8). In both **c** and **d**, differences in the level of mean absorbance with corresponding confidence interval (CI) to control obtained for each of the conditions (*x* axis) is represented on the *y* axis. Comparisons of all treatments with control group in **c**,**d** were significant at a *P*-value of 0.01 (Bonferroni corrected). Pairwise comparisons of either Enz or combination of Enz+UDP-GlcNAc with other treatments were significant at a *P*-value<0.05. Treatment with Enz resulted in a modest to pronounced decrease in proliferation of 22Rv1 and LNCaP-ABL cells, respectively. Compared with Enz, treatment with UDP-GlcNAc alone resulted in a significant reduction in cell proliferation in both the CRPC-like cells. Furthermore, the effect of Enz+UDP-GlcNAc was significantly higher in CRPC-like cells, compared with any single treatment. Error bars represent s.e.m. (**e**) Plot showing rate of growth of LNCAP-ABL xenograft tumours (set 1, see the Methods for details) treated bi-weekly with either 60 mM UDP-GlcNAc (grey lines, *n*=4 mice) or PBS (black lines, *n*=4 mice), for a period of 72 days. For each animal, the tumour volume at each time point was normalized to its baseline value obtained before starting the treatment. The percent change in tumour volume for all the animals in group was calculated along with the associated median absolute deviation (MAD) and plotted against time (in days). *P*-value was calculated using GLM model as described in the text. Importantly, mice treated with UDP-GlcNAc showed a significant reduction in rate of tumour growth compared with the control-treated tumours (*P*-value=3.4e^−10^). Error bars represent MAD.

How the deposited data were processed for this re-analysis (not part of the article)

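RNA of LNCaP-ABL and 22Rv1 cells that carried a non-targeting control (NT) or 1 of the GNPNAT1 hairpins KD1 and KD5 was hybridised to Affymetrix Human Genome U219 arrays, 1 colour, 1 sample per array. The data comprise 21 arrays: 4 each of 22R-NT, 22R-KD1 and 22R-KD5, and 3 of L-NT, 4 of L-KD1 and 2 of L-KD5. The groups and replicate numbers were taken from the sample labels, which match the numbers in the paper's legends. The hairpin of an array is known from its label alone. The labels call the arrays of a group biological replicates and do not say which steps were repeated for them. The methods state that arrays which stood apart in a principal component analysis were removed before the authors' analysis; those arrays were not analysed here.

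The values deposited by the authors are log2 intensities per probe set from robust multi-array average (RMA), which corrects the background, quantile-normalizes the arrays and summarises the probes of a set by median polish. The version, the annotation and whether both lines were run together are not given in the sources used here. Array medians lie between 5.23 and 5.27 in 22Rv1 and between 5.14 and 5.19 in LNCaP-ABL. Correlations between arrays of a line lie between 0.990 and 0.997 and between 0.988 and 0.996. No 2 arrays held the same values. Arrays have no read depth, and their number limits the precision. RMA pulls dim probe sets together, so a fold change can understate the change of genes near background.

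The file holds 49386 probe sets, of which 93 are controls and 49293 were tested without a filter on signal. The platform annotation gives 1 gene symbol for 45253 of the tested probe sets, several for 1327 and none for 2713. Genes were named only from probe sets with 1 symbol, which cover 18239 genes, and no symbol needed an update. For a gene with several probe sets, the 1 with the highest mean log2 value over all arrays stands for the gene, and the passages say where its other probe sets differ for the genes that carry a claim.

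Linear models were fitted in R 4.3.3 with limma 3.58.1 (lmFit, arrayWeights and eBayes) for each cell line alone, with the 3 group means and no covariate. The methods name weighted linear models and do not name the kind of weight, so array weights were used, which came to 0.831 to 1.35 in 22Rv1 and 0.710 to 1.44 in LNCaP-ABL. The moderated F over the contrasts against NT stands for the methods' ANOVA. KD versus NT is the mean of KD1 and KD5 minus NT, each hairpin with the same weight, and KD1 versus NT, KD5 versus NT and KD1 versus KD5 were also fitted. The difference between the lines is the KD effect in LNCaP-ABL minus that in 22Rv1 in 1 fit of all 21 arrays, whose quantiles are nearly equal. P-values were adjusted by Benjamini-Hochberg over all tested probe sets and called at an adjusted p under 0.05; the legends' thresholds, an unadjusted p under 0.05 with an FDR of 20% in 22Rv1 and 30% in LNCaP-ABL, were applied as well. Standard errors are limma's, from the moderated variance, and ± gives the SD of the arrays of a group.

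Lists of genes, 23 in all, were fixed beforehand: HBP and O-GlcNAc enzymes, N-glycan assembly, PI3K-AKT-mTOR components, AR and its co-regulators, AR-induced genes, AR-repressed genes, S phase genes, G2/M phase genes, ChREBP with its partners and classical targets, glycolysis, the pentose phosphate pathway, cholesterol and fatty acid synthesis, the unfolded protein response, ATF4 and the amino acid response, the interferon response, p53 targets, the hypoxia response, oxidative phosphorylation, integrins and adhesion, and markers of neuroendocrine, luminal, basal and fibroblast cells. They were compared with all other genes by camera with a preset correlation of 0.01, and p-values were adjusted over the lists within a line. The same test with the correlation estimated per list, and fry, which tests a list against no change and not against other genes, were alternatives; fry is left out of the ranges given for a list.

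The genes named in the text follow a rule: every gene that the paper names from the arrays or prints beside a heat map, with GNPNAT1, GFPT1, UAP1 and SP1 (41 genes, of which 35 have a probe set with a single symbol and 6 were not analysed here); in each line the 10 largest rises and the 10 largest falls among called genes with the same sign for both hairpins; up to 4 members of each list per line with the smallest p; and the 5 genes with the smallest p for the difference between the lines. This gave 216 genes. Genes outside the rule are marked where they appear. The genes beside the heat maps were chosen by the study on these arrays and were not used as a set.

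Calls shared by KD1 and KD5 were counted per direction beside the number for independent calls. Both hairpins share the NT arrays, so groups without change were simulated against those arrays 20 times for the correlation of the fold changes, and in 22Rv1 the NT arrays were also divided between the hairpins. Groupings of the same arrays into groups of the same sizes, all 35 or 100 drawn with a fixed seed, were refitted for the counts and list tests of groups with at least 3 arrays. KD1 and KD5 enter KD versus NT together, so that comparison qualifies in LNCaP-ABL although L-KD5 has 2 arrays.

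The alternatives were no array weights, the replicate number as a block, and an intensity trend with a robust prior. Others were quantile normalization again, each array centred on its median, and probe sets at or above the median signal only. Further ones were probe sets of a gene averaged, both lines in 1 fit, and a fit without moderation or weights. The last were the legends' thresholds and each array left out in turn. The fit without moderation or weights gave a plain F for the ANOVA counts and a plain t-test for each contrast and gene. The fit without the L-KD1 arrays that had the lowest G2/M values was added after the data were seen. Single-gene alternatives number 21 or 20 in 22Rv1 and 19 or 18 in LNCaP-ABL, the lower number where a gene is too dim for the filter.

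The fits were tested on simulated data made from the real means and spreads of the 49293 probe sets, with 200 of them changed. In 22Rv1, 74% of the probe sets changed by 0.5 log2 units were called with the right sign, 98% at 1, and 100% at 1.5 and at 2, and 7% of calls were unchanged probe sets. In LNCaP-ABL the shares were 26%, 96%, 100% and 100%, with 5.85% of calls unchanged. For the difference between the lines 92% were called at a change of 1, with 5.64% unchanged. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. The promoter scan, the enrichment analyses of the supplement, the quantitative PCR, proteomic, metabolomic and xenograft experiments and the clinical data sets of the paper were not analysed here.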

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

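The tests of deeper knockdown by KD5, of array scaling between the 22Rv1 hairpins and of a single hairpin in LNCaP-ABL were chosen after the results were seen, and the other tests were planned.

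In 22Rv1 cells, KD1 and KD5 differed from each other at 14677 probe sets, more than KD1 (7888) or KD5 (8871) differed from NT. Deeper knockdown by KD5 is argued against as the whole cause, if responses keep their direction as knockdown deepens. Of 3033 probe sets called against NT with both hairpins, 1449 changed in opposite directions and 1584 in the same. Of those called between the hairpins, 75.1% had KD1 and KD5 on opposite sides of NT. That share decides nothing, since it counts bare signs and choosing probe sets by a large gap favours it. Scaling of the arrays was not decided. The authors' RMA had already quantile-normalized the arrays, so that doing it again moved the log2 differences between the hairpins by 0.0589 at most, and the counts of 14299 between the hairpins and of 8514 at most against NT that followed, a ratio of 1.68, say nothing on it. Cultures, batches or off-target effects that go with 1 hairpin cannot be told apart from the knockdown itself, because every array of a group carries the same hairpin, and the KD1 minus KD5 differences of the cell lines correlated across probe sets with 0.105, which lies between the values that would decide. A response to the depth of knockdown that changes direction stays open and untested.

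AR-induced genes went apart between the lines (adjusted p = 5.23e-09 for the difference, 8.19e-05 with an estimated correlation). The list was higher in LNCaP-ABL KD cells, while in 22Rv1 it held 10 lower and 3 higher genes and missed the threshold (adjusted p = 0.0728). Scaling was not decided for the same reason: quantile normalization of each line moved the differences between the lines by 0.0604 at most, and the adjusted p of 2.06e-09 after it says nothing on what the authors' own normalization did. A candidate explanation of the LNCaP-ABL rise is 1 hairpin, KD1: the list was higher in KD1 than in KD5 cells (adjusted p = 6.94e-05, 0.0482 with an estimated correlation). Which hairpin this was rests on the array labels. The KD5 group of LNCaP-ABL holds 2 arrays, and the paper's quantitative PCR of KLK3 shows about equal rises with both hairpins. GNPNAT1 was lower with KD5 than with KD1 on the arrays of both lines and in the paper's values for 22Rv1, and higher with KD5 in the paper's quantitative PCR of LNCaP-ABL. Whether AR-V7 plays a part stays open and untested: both lines carry full-length AR, and 22Rv1 alone carries AR-V7. The medium goes with the line as well, with full serum for 22Rv1 and charcoal-stripped serum for LNCaP-ABL cells. The paper reports more AR transcript and protein in LNCaP-ABL KD cells and no change of AR protein in 22Rv1 KD cells.

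Single arrays lay far from the other arrays of their group in 3 of 92 groups tested for the lists and in 6 of 140 tested for the paper's genes, where chance alone sets apart about 1 group in 20. For the mean log2 signal of a list relative to the mean of the line, p53 targets were at 0.057 on 22R-NT replicate 2 (0.11 to 0.11 on the others), basal markers at -0.15 on 22R-KD1 replicate 2 (-0.069 to -0.055) and at -0.081 on L-KD1 replicate 3 (-0.018 to -0.014). ATM was 9.24 on L-KD1 replicate 1 (9.35 to 9.35 on the others). INSR was 9.06 on 22R-NT replicate 2 (8.82 to 8.85) and 9.30 on 22R-KD1 replicate 1 (8.82 to 8.86). ITGA6 was 7.29 on 22R-KD5 replicate 2 (7.66 to 7.71), CENPE 8.15 on 22R-KD5 replicate 3 (8.30 to 8.32) and NEK2 10.36 on 22R-NT replicate 1 (10.29 to 10.30).

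The KD effect differed between the lines, as LNCaP-ABL minus 22Rv1, at 3684 probe sets in limma (2179 without L-NT replicate 3 and 2374 without L-NT replicate 2), and the genes and lists that follow stand out because that difference passed its own test. The 5 genes with the smallest p were TFPI, an inhibitor of coagulation, with 1.79 (adjusted p = 6.88e-10), KRT7 with 2.47 (adjusted p = 7.13e-10), TMPRSS2 with 1.56, SCNN1A, a sodium channel subunit gene, with 1.78, and UGT2B10 with -2.09 (adjusted p = 4.04e-09). Among the paper's genes, the difference was above 0 for KLK3 (1.90), INPP4B (2.02), MAPK10 (1.66), ATP8A1 (0.97), ITGB2 (0.77) and IGFBP2 (0.73). It was below 0 for AURKA (-1.13), CENPE (-1.12), ITGA6 (-0.87), SMC4 (-0.71), CDC25A (-0.68), ITGA2 (-0.54) and GFPT1 (-0.31, adjusted p = 0.0347). ITGA2 fell in both lines, and GFPT1 passed against NT in neither. AURKA, CENPE and SMC4, of the G2/M list, did not pass in LNCaP-ABL alone. The fit of all arrays pools the unequal spread of the lines. Of the lists, AR-induced genes, S phase genes (adjusted p = 5.85e-07, 0.402 with an estimated correlation), G2/M phase genes (adjusted p = 2.86e-17, 0.445) and ATF4 with the amino acid response (adjusted p = 8.77e-04, 0.576) differed. The LNCaP-ABL side of the ATF4 difference rests on L-KD5 replicate 2, where the mean log2 signal of the list relative to the line was -0.59, against -0.040 on L-KD5 replicate 1, 0.098 to 0.13 on the KD1 arrays and 0.055 to 0.065 on the NT arrays.

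Lists that the paper's text does not discuss for the line, and G2/M phase genes in LNCaP-ABL, differed from other genes as follows, each at the preset correlation alone. In 22Rv1, p53 targets were lower (adjusted p = 0.0493, 0.111 with an estimated correlation), a call that ended in 13 of 21 alternatives (0.0140 to 0.184). Of these, 8 left out 1 array: 22R-NT replicate 1 (0.0576), 3 (0.0572) or 4 (0.0781), 22R-KD1 replicate 2 (0.0598) or 4 (0.0578), or 22R-KD5 replicate 1 (0.0669), 2 (0.0528) or 3 (0.0656). In LNCaP-ABL, G2/M phase genes were lower (adjusted p = 6.48e-10, 0.543 estimated), with a median log2 fold change of -0.56 and none of 54 genes passing in limma, also when adjusted over the list alone (0 higher and 26 lower at an unadjusted p under 0.05). Their mean log2 signal relative to the line ran from -0.88 to 0.66 over the KD1 arrays, from -0.30 to -0.13 over the KD5 arrays and from 0.35 to 0.60 over the NT arrays. The paper's model for cells with full-length AR (Fig. 4a) has low HBP expression activating cell cycle genes, and the paper measured increased proliferation of LNCaP-ABL KD cells. The G2/M list went the other way, at the preset correlation alone, and no gene passed outside the alternatives. Single members passed as lower in some alternatives and did not pass in others. AURKA did so with both lines in 1 fit (-0.90, adjusted p = 0.00710) and without L-KD1 replicates 2 and 4 (-0.60, adjusted p = 0.0309). SMC4 did so with its probe sets averaged (-0.68, adjusted p = 0.0143). In LNCaP-ABL, p53 targets were also lower (adjusted p = 0.00211, 0.0802 estimated). So were the genes of N-glycan assembly (adjusted p = 0.0188, 0.507) and of oxidative phosphorylation (adjusted p = 0.0317, 0.622). The call of N-glycan assembly ended without L-NT replicate 2 (0.0642) or 3 (0.0694) or L-KD1 replicate 2 (0.0758), and that of oxidative phosphorylation without L-NT replicate 2 (0.104) or 3 (0.123), L-KD1 replicate 2 (0.152) or 4 (0.101) or L-KD5 replicate 1 (0.163). The genes of ATF4 and the amino acid response were lower on the mean of both hairpins (adjusted p = 0.00614, 0.622), which came from 1 array: without L-KD5 replicate 2 the adjusted p was 0.888, and KD1 arrays lay above NT arrays.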

How the results depend on the processing

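The fit without the L-KD1 arrays that had the lowest G2/M values (replicates 2 and 4) was chosen after the result was seen, and all other alternatives were planned. No named gene or list called in either setting turned its direction under any alternative run. Which direction held more probe sets did turn: in LNCaP-ABL, KD versus NT went from 867 higher and 770 lower to 1338 and 1412 with the intensity trend and to 1551 and 1580 with both lines in 1 fit, and KD1 from 1228 and 1174 to 1733 and 1873 with the trend, 1708 and 1925 with dim probe sets left out and 1889 and 2019 with both lines in 1 fit. The larger direction turned in 4 of 19 alternatives for each of these, among them the loss of L-KD1 replicate 3 (944 and 1041, and 1451 and 1678 for KD1), and for KD versus NT that of L-KD5 replicate 2 (577 and 603). In 22Rv1 it turned for KD versus NT in 2 of 21, KD1 in 3 and KD1 versus KD5 in 2, and for the difference between the lines in 15 of 29. The counts of 22Rv1 stayed within 1.5 times, except with averaging, which counts genes in place of probe sets, and except for the calls shared by the hairpins (1584) with the NT arrays divided. With the probe sets of a gene averaged, the genes called in 22Rv1 were 7336 for the ANOVA, 8813 at the legend's thresholds, 2663 for KD versus NT, 4066 for KD1, 4329 for KD5 and 6573 for KD1 versus KD5; in LNCaP-ABL they were 1469, 4214, 1022, 1383, 518 and 632, and 2116 differed between the lines. The following counts of LNCaP-ABL are in the order ANOVA, KD versus NT, KD1, KD5 and KD1 versus KD5. The fit without moderation or weights gave 1241, 502, 1102, 310 and 777 probe sets. With the intensity trend and robust prior they were 4201, 2750, 3606, 1577 and 1790. Both lines in 1 fit, which lends LNCaP-ABL the arrays of 22Rv1, gave 4613, 3131, 3908, 1780 and 1795. With dim probe sets left out, KD versus NT gave 2730 and KD1 3633. Without L-KD1 replicates 2 and 4, the ANOVA gave 1699, KD versus NT 1081 and KD1 1354, with fewer arrays. At the legends' thresholds 2868 probe sets were shared by the lines with the same sign, and with the NT arrays of 22Rv1 divided, 459 or 454 were shared by the hairpins.

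Leaving out 1 array gave, in LNCaP-ABL, 1674 to 2923 probe sets for the ANOVA, 649 to 1985 for KD versus NT, 1275 to 3129 for KD1, 365 to 793 for KD5 and 678 to 1164 for KD1 versus KD5, and 2179 to 4505 for the difference between the lines. The arrays that moved a count by over 1.5 times were L-NT replicate 3 (ANOVA 1674, KD versus NT 649, KD1 1275, KD5 478, difference 2179), L-NT replicate 2 (KD versus NT 726, KD1 1462, KD5 463, difference 2374) and L-KD5 replicate 2 (KD5 365, KD1 versus KD5 678); without an L-KD5 array the lone one is assumed to vary like the other groups. The KD versus NT count of 22Rv1 ran from 3442 to 4484.

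The replicate number as a block lowered the LNCaP-ABL counts to 1698 for the ANOVA, 512 for KD5 and 696 for KD1 versus KD5. Arrays with the same number did not deviate together (mean correlation 0.0022 over 12 pairs in 22Rv1, from -0.051 to 0.043, and -0.015 over 6 pairs in LNCaP-ABL, from -0.12 to 0.090). That gives no sign of a pairing. With so few pairs it cannot exclude a shared batch or day, and the labels do not say what the numbers mean. The block ended the calls of 6 of 123 called genes in 22Rv1 and 11 of 63 in LNCaP-ABL, of p53 targets in 22Rv1 and of oxidative phosphorylation in LNCaP-ABL (adjusted p = 0.0541), and added glycolysis (0.0337) and the unfolded protein response (0.00213) in LNCaP-ABL, whose alternatives ran from 0.0275 to 0.507 and from 4.00e-04 to 0.888.

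Of the 216 named genes, the fit without moderation or weights ended 5 calls in 22Rv1 and 25 in LNCaP-ABL and added 7 and 4. Averaging ended 12 and 5 and added 22 and 15. Both lines in 1 fit ended 17 and 1 and added 6 and 29. The intensity trend added 18 and 25. Of 23 lists, S phase and G2/M genes in 22Rv1 and AR-induced genes in LNCaP-ABL kept their calls in every setting (highest adjusted p 9.23e-04 and 0.0210). Those of LNCaP-ABL that the estimated correlation ended were also ended elsewhere for ATF4 (2 of 19 alternatives, 2.33e-12 to 0.888), N-glycan assembly (6, 0.00461 to 0.507) and oxidative phosphorylation (8, 0.00509 to 0.622), but not for G2/M genes (1, 2.67e-20 to 0.543) or p53 targets (1, 2.83e-04 to 0.0802). AR-induced genes in 22Rv1 passed in 2 of 21 (0.0140 to 0.184), and glycolysis and S phase genes in LNCaP-ABL in 4 and 6 of 19. These numbers leave out fry, which tests a list against no change; by fry the G2/M, ATF4 and oxidative phosphorylation lists of LNCaP-ABL did not pass (adjusted p = 0.255, 0.465 and 0.255), and AR-induced genes and p53 targets of 22Rv1 did (1.75e-07 and 5.70e-07). Centring or quantile normalization moved the median log2 fold change of all probe sets to 0.012 at most. The fit without moderation or weights was not run for the lists. Apart from averaging, the number of arrays and the arrays lent by the other line, the cause was not tested. Signal near background, as for PIK3CD in 22Rv1, limits what a fold change can show.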

Differences from the paper's values

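None of the settings named here was chosen after the values were seen; all were alternatives set before the data were examined.

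The paper's values below come from quantitative PCR and are set beside array values of the same cell line and hairpins. A level or a reduction was taken to differ where the values lay apart by more than the SD of the arrays and 1 was over 1.5 times the other, and a log2 fold change where they lay apart by more than that SD. For GNPNAT1 in LNCaP-ABL, the paper shows a level relative to NT of about 0.2 in KD1 and about 0.5 in KD5 (Fig. 2d, read by eye), and the arrays gave 0.448 and 0.284, so that the hairpins rank the other way. The arrays of 22Rv1 and the paper's values for it have KD5 as the deeper hairpin too, the order of the LNCaP-ABL arrays. The group sizes by label in LNCaP-ABL, 4 of KD1 and 2 of KD5, match the legend of Fig. 3a, which goes against an exchange of these groups on deposit. An exchange at an earlier step was not checked, and results of KD1 or KD5 alone rest on the labels. Over 18 alternatives the array values ran from 0.419 to 0.474 and from 0.246 to 0.287, and 0 of 18 brought either within the paper's. For KLK3 in LNCaP-ABL, the paper's log2 fold change is about 1.1 in KD1 and about 1.1 in KD5 (Fig. 3e, read by eye), and the arrays gave 2.08 in KD1 and 0.15 in KD5. KLK3 was 4.85 in NT and 4.97 in KD5 cells, below the array medians, where low signal limits what a fold change can show. The alternatives ran from 0.83 to 2.19 and from 0.03 to 0.26, again with 0 of 18 within the paper's. The mean over both hairpins was 1.12. In 22Rv1, the paper's GNPNAT1 reductions are 50% in KD1 and 70% in KD5, and the arrays gave 63.0% (SD 1.64) and 76.8% (SD 0.523), apart by more than the SD and by less than 1.5 times. For MLXIPL, the ChREBP gene, the paper's level relative to NT is about 1.6 in KD1 and about 1.4 in KD5 (Fig. 3k, read by eye), and the arrays gave 1.404 (SD 0.159) and 1.19 (SD 0.224), less than 1.5 times apart.

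The paper states that GFPT1 mRNA decreased on GNPNAT1 KD. On the arrays its log2 fold change was 0.07 in 22Rv1 (adjusted p = 0.425) and -0.24 in LNCaP-ABL (adjusted p = 0.188), and the fit with an intensity trend and robust prior called the second (adjusted p = 0.0491).

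Of the genes printed beside the heat map of 22Rv1 as higher, 13 of 17 were higher in KD versus NT and none was lower. All 17 had the higher direction, 14 had an unadjusted p under 0.05, and 15 passed the ANOVA over the groups at an adjusted p under 0.05. The legend's thresholds are an unadjusted p under 0.05 with an FDR of 20%. The exceptions in KD versus NT were HDAC1, NCOA1, PIK3CB and TFDP2. HDAC1 passed in the fit without moderation or weights (adjusted p = 0.0245) and with an intensity trend and robust prior (0.0154). NCOA1, PIK3CB and TFDP2 each passed when the probe sets of a gene were averaged (0.00265, 0.00760 and 0.00766). Beside the heat map of LNCaP-ABL, 12 of 14 genes passed at an adjusted p under 0.05 in limma. All 14 had an unadjusted p under 0.05, and the legend's thresholds are that p with an FDR of 30%. INSR missed the threshold (adjusted p = 0.0602) and passed with an intensity trend and robust prior (0.0299), with each array centred on its median (0.0500), with dim probe sets left out (0.0276), with both lines in 1 fit (0.0406) and without L-NT replicate 4 (0.0360). PIK3IP1 missed it (adjusted p = 0.0985) and passed with dim probe sets left out (0.0446).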

Other observations

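The list tests and the groupings of arrays were planned, and DPP4 and CDH3 were singled out after their values were seen.

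In 22Rv1, ATF4 and the genes of the amino acid response went opposite ways with the hairpins. KD1 raised 19 of 27 measured genes and lowered none (adjusted p = 1.15e-11 in limma's camera, 2.69e-04 with an estimated correlation), with a median log2 fold change of 0.26, and KD5 raised 1 and lowered 14 (adjusted p = 2.40e-08, 0.00171), with a median of -0.18. STC2, a secreted glycoprotein gene, had 1.02 in KD1 and -0.49 in KD5, and DDIT4, which encodes an inhibitor of mTOR signalling, had 0.80 and -1.37. In the mean of both hairpins 4 genes were higher, among them SHMT2 of serine metabolism (0.28), and 2 were lower (5 and 3 when adjusted over the list alone), and the list did not differ from other genes (adjusted p = 0.715, 0.661 estimated). Of 23 p53 targets, 8 were lower and none was higher in 22Rv1 (8 and 1 when adjusted over the list alone; 9 lower and 4 higher at an unadjusted p under 0.05 in limma). CDKN1A, the p21 gene, fell by 0.99, with -1.54 in KD1 and -0.45 in KD5, ZMAT3, an RNA-binding protein gene, fell by 0.59, and SPATA18, a gene of mitochondrial quality control, fell by 0.51. KD1 alone lowered 11 and raised 1 (adjusted p = 9.49e-05, 0.00593 estimated), KD5 lowered 5 and raised 4 (adjusted p = 0.702, 0.683), and the hairpins differed (adjusted p = 4.87e-05, 0.00577). In LNCaP-ABL 4 p53 targets were lower and none higher (9 and 1 when adjusted over the list alone and at an unadjusted p under 0.05 in limma), with FAS, the death receptor gene, at -0.86, SPATA18 at -0.68, ZMAT3 at -0.62 and AEN, a nuclease gene, at -0.37. The paper's text does not name either list.

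CLDN4, a tight junction gene, fell by 0.84 in 22Rv1 and fell by 0.50 in LNCaP-ABL, VIM, the vimentin gene of mesenchymal cells, fell by 0.83 and fell by 0.68, and ITGA2 fell by 0.56 in 22Rv1. HSPB8 fell by 1.72 in 22Rv1, and DPP4, a cell surface peptidase gene, rose by 0.99 and 1.42. CDH3 rose by 0.30 in 22Rv1. Of the probe sets called for KD versus NT, 156 were higher and 139 lower in both lines, against 45.3 and 36.3 for independent calls. Opposite directions were called for 75 that were higher in 22Rv1 and lower in LNCaP-ABL and for 80 that were lower in 22Rv1 and higher in LNCaP-ABL, against 40.2 and 40.9, and the fold changes of the lines correlated across probe sets, which are not independent replicates, with 0.0094. In 22Rv1, 4 of 17 luminal markers were lower and 2 higher (6 and 3 when adjusted over the list alone; list adjusted p = 0.484, 0.477 with an estimated correlation), with CLDN3 at -0.83, KRT19 at -0.59 and KRT8 at -0.38. Of 15 neuroendocrine markers 4 were higher and 1 lower (6 and 3; 0.210, 0.352), with DDC, of amine synthesis, at 0.47, CHGA at 0.43 and SYP, the synaptophysin gene, at -0.37. In LNCaP-ABL, 2 of 15 neuroendocrine markers were higher, SYT4 with 0.84 and ENO2 with 0.59 (3 higher; 0.400, 0.597), and 1 luminal marker was higher and 2 were lower (1 and 2; 0.980, 0.990).

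The other lists did not differ from other genes in 22Rv1 in the mean of both hairpins; the counts in parentheses are those adjusted over the list alone, followed by the adjusted p and that with an estimated correlation. N-glycan assembly had 1 of 29 higher, DOLPP1 with 0.26, and 1 lower, ALG3 with -0.41 (1 and 1; 0.787, 0.830). The hairpins differed in this list (adjusted p = 0.00592, 0.0310 estimated): KD1 lowered 10 and raised 1 (adjusted p = 0.0164, 0.0469), and KD5 raised 6 and lowered 1 (0.191, 0.277). AR co-regulators had 2 of 16 higher, HOXB13 with 0.23 and GATA2 with 0.18 (2 higher; 0.342, 0.456). AR-repressed genes had 2 of 10 higher, among them BCHE with 0.50, and 2 lower, UGT2B15 with -0.47 and UGT2B17 with -0.56 (2 and 3; 0.944, 0.968). Cholesterol and fatty acid synthesis had 3 of 27 higher, among them ACSS2 with 0.49, and 3 lower, among them SREBF1 with -0.29 (4 and 4; 0.791, 0.830). The unfolded protein response had 6 of 23 lower, among them HSPA5, the chaperone BiP gene, with -0.17 and DNAJC3 with -0.24 (2 higher and 6 lower; 0.0867, 0.210). The interferon response had 2 of 30 higher, IFIH1 with 0.81 and HERC5 with 0.75, and 4 lower, among them OAS3 with -0.47 (2 and 7; 0.181, 0.274). Hypoxia response genes had 2 of 21 higher and 4 lower, among them ADM with -0.49 and CA12 with -0.29 (4 and 5; 0.998, 0.998). Basal markers had 1 of 13 higher, ITGA6 with 0.39 (3 higher; 0.802, 0.830), fibroblast markers 1 of 17 higher, LUM with 0.68, and VIM lower (3 and 1; 0.787, 0.830). Integrins and adhesion genes had 3 of 21 higher, among them ITGA6, and 5 lower, among them ITGB5 with -0.34 (3 and 5; 0.245, 0.417), and oxidative phosphorylation 3 of 34 higher, among them COX4I1 with 0.30 (3 higher; 0.944, 0.990). In oxidative phosphorylation KD1 lowered 10 and raised 3 (adjusted p = 0.0164, 0.418 estimated), KD5 raised 6 and lowered 1 (0.00539, 0.300), and the hairpins differed (4.01e-04, 0.176), each at the preset correlation alone. The median and the mean or the test of the AR-repressed, pentose phosphate, cholesterol, hypoxia and basal lists differed in sign.

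In LNCaP-ABL, no gene of 10 of the pentose phosphate pathway (adjusted p = 0.183, 0.507 estimated), of 27 of cholesterol and fatty acid synthesis (0.965, 0.990) and of 23 of the unfolded protein response (0.147, 0.783) passed in limma, also when adjusted over the list alone; at an unadjusted p under 0.05 these lists had 0, 6 and 1. No gene of N-glycan assembly (29) or oxidative phosphorylation (34) passed either, with 6 and 1 at an unadjusted p under 0.05. With KD1 alone, oxidative phosphorylation (adjusted p = 3.10e-04, 0.471 estimated), S phase genes (0.00355, 0.472) and N-glycan assembly (0.0473, 0.471) were lower at the preset correlation alone, and with KD5 they were not called (0.862, 0.740 and 0.156); of these lists, only oxidative phosphorylation differed between the hairpins (0.00384, 0.624 estimated). FEN1, of DNA replication, was the single lower gene of 41 S phase genes, with -0.56 (none when adjusted over the list alone; 0.0502, 0.622), and TRIB3 that of 27 ATF4 genes, with -0.67 (1), calls that ended in 11 and 9 of 19 alternatives (0.00249 to 0.207 and 8.30e-04 to 0.207). TXNIP was the single higher gene of 24 in the ChREBP list (1; 0.144, 0.543). Glycolysis had ENO2 higher, and PFKP with -0.58 and LDHB with -0.79 lower, of 22 (1 and 3; 0.0502, 0.507). The interferon response had IFITM1 higher with 0.72 and SAMD9 lower with -0.93 of 30 (2 and 1; 0.548, 0.699). EGLN3, an oxygen sensor gene, with 0.98 and NDRG1 with 0.45 were higher of 21 hypoxia genes (2; 0.320, 0.543). Fibroblast markers had COL3A1 with 1.54 and COL6A1 with 0.90 higher and VIM lower of 17 (3 and 1; 0.439, 0.616). ITGA6 was lower among 13 basal markers (1; 0.896, 0.893), and integrins and adhesion genes had ITGB2 higher and ITGA6 and ITGA2 lower of 21 (1 and 3; 0.464, 0.665). The median and the mean or the test of the AR-repressed, cholesterol, interferon and basal lists differed in sign.

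Fold changes of KD1 and KD5 against the same NT arrays correlated across probe sets with 0.181 in 22Rv1 (covariance 0.0100, and 0.0051 for simulated groups without change, whose correlation was 0.500), and with 0.0592 or 0.0733 when the NT arrays were divided. In LNCaP-ABL the correlation was 0.413 (covariance 0.0300, and 0.0107 simulated, with a correlation of 0.478).

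Other groupings of the same arrays were refitted to see whether chance could give results as large, the real grouping included in each number. In 22Rv1, no other grouping reached the real count for the ANOVA (1 of 100 groupings, 16083 probe sets against 10129 at most in the others). The same held for the ANOVA at the legend's thresholds (1 of 100, 20757 against 17441) and for KD1 (1 of 35, 7888 against 0). It also held for KD5 (1 of 35, 8871 against 1304) and KD1 versus KD5 (1 of 35, 14677 against 10343). For the G2/M list another grouping gave a smaller p (2 of 100, unadjusted p of 1.48e-14 against 8.62e-15), so chance was not excluded. Chance cannot be excluded for KD versus NT (10 of 100, 4899 against 9124) or for the S phase list (12 of 100, unadjusted p of 6.46e-11 against 8.24e-14). The arrays hold a structure beside the comparison of KD with NT, the difference between the hairpins. In LNCaP-ABL, no other grouping reached the real count for KD versus NT (1 of 100, 1637 against 903) or KD1 (1 of 35, 2402 against 1636). The authors had removed arrays of this line that did not cluster with their group. Such a removal can favour the real grouping, so these counts cannot be taken at face value. For the AR-induced list another grouping gave a smaller p (2 of 100, unadjusted p of 1.06e-07 against 5.90e-08), so chance was not excluded. Nor was it for the PI3K-AKT-mTOR list (93 of 100, 0.866 against 0.0189). No other grouping reached the real count for the difference between the lines (1 of 100, 3684 against 1563). The groupings show only whether arrays cluster by group. They cannot exclude a chance difference between single cultures or transductions, because the labels do not say which steps were repeated.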
